# Transcriptional changes during crown-root development and emergence in barley (*Hordeum vulgare* L.)

**DOI:** 10.1186/s12870-024-05160-y

**Published:** 2024-05-22

**Authors:** Dieu Thu Nguyen, Filip Zavadil Kokáš, Mathieu Gonin, Jérémy Lavarenne, Myriam Colin, Pascal Gantet, Véronique Bergougnoux

**Keywords:** Barley (*Hordeum vulgare* L.), Crown roots, Transcriptome, Emergence

## Abstract

**Background:**

Roots play an important role during plant growth and development, ensuring water and nutrient uptake. Understanding the mechanisms regulating their initiation and development opens doors towards root system architecture engineering.

**Results:**

Here, we investigated by RNA-seq analysis the changes in gene expression in the barley stem base of 1 day-after-germination (DAG) and 10DAG seedlings when crown roots are formed. We identified 2,333 genes whose expression was lower in the stem base of 10DAG seedlings compared to 1DAG seedlings. Those genes were mostly related to basal cellular activity such as cell cycle organization, protein biosynthesis, chromatin organization, cytoskeleton organization or nucleotide metabolism. In opposite, 2,932 genes showed up-regulation in the stem base of 10DAG seedlings compared to 1DAG seedlings, and their function was related to phytohormone action, solute transport, redox homeostasis, protein modification, secondary metabolism. Our results highlighted genes that are likely involved in the different steps of crown root formation from initiation to primordia differentiation and emergence, and revealed the activation of different hormonal pathways during this process.

**Conclusions:**

This whole transcriptomic study is the first study aiming at understanding the molecular mechanisms controlling crown root development in barley. The results shed light on crown root emergence that is likely associated with a strong cell wall modification, death of the cells covering the crown root primordium, and the production of defense molecules that might prevent pathogen infection at the site of root emergence.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-024-05160-y.

## Background

Despite their hidden nature, roots play fundamental roles in plant growth and development, ensuring not only anchorage in the soil, but also water and nutrient up-take, and interaction with soil microorganisms which contribute to the regulation of crop productivity [1]. Plants are able to dramatically modify their root system in response to environmental and nutrient conditions [2–4]. Even though studying root system in natural environment is laborious, in situ root phenotyping methods have evolved from invasive and destructive methods, such as “shovelomics”, to non-destructive and non-invasive 2-D and 3-D methods [5]. Those methods allowed to visualize the foraging activity of roots and contributed to understand the molecular mechanisms regulating root growth and development. The identification of genetic determinants of root development offers the opportunity to manipulate root system architecture with the aim to improve crop productivity.

Cereals represent the most important source of proteins in human diet, with wheat, rice, maize representing in 2020 more than 35% of proteins consumed per capita each day, far before poultry and pig meat (11.8%; FAO stat). However, cereal production suffers from climatic changes [6]. Climatic changes are characterized by increasing number and severity of episodes of drought and heat that are responsible for drops in yield [7]. As roots are the first interface between plant and edaphic environment, sensing changes in soil moisture and nutrient availability, they represent a good target for new breeding programs.

The typical root system of cereals is composed of the embryonically formed primary and seminal roots, and of the post-embryonically formed adventitious roots that are shoot-borne roots, called crown roots (CR). CR appear quickly after germination at the junction between the stem and the root. Primary, seminal and crown roots have the ability to form lateral roots of different order. All together, they form the characteristic fibrous root system of monocots [8]. In some monocots, embryonic primary and seminal roots are not persisting, and the mature root system is constituted exclusively from the CR [9, 10].

Maize (*Zea mays* L.), wheat (*Triticum aestivum* L.), rice (*Oryza sativa* L.) and barley (*Hordeum vulgare* L.) represent 39% of the crops cultivated worldwide. Due to its significance for human feeding and the relatively low size of its genome, rice has been chosen since 1985 as the model plant for monocots. This was also justified by the fact that the cultivated rice has been adapted to many culture conditions and a wide range of genetically and phenotypically diverse varieties are available. Its genome has been sequenced and several mutant collections have been created [11]. The development of rice functional genomics, QTL analysis and genome-wide association studies allowed to decipher the molecular mechanisms controlling the initiation and development of CR [12, 13]. However, the tropical growth habit of rice is different from that of cereals grown under the European temperate climate, and one could address whether molecular mechanisms controlling root development in rice are conserved among temperate-type cereals.

Barley is the fourth most cultivated cereals worldwide (http://faostat.fao.org/). Except of human food supply, barley is used in brewery, distilling industry and animal feeding. Its area of production is very large, covering a range of extreme environments, suggesting an ability to adapt to different culture conditions [14], and consequently an under-exploited genetic diversity with high potential for new breeding programs [15]. The development of high-throughput sequencing in the last decade resulted in the availability of barley genome and its annotation [16–19]. Finally, the genetic modification of barley is possible since *Agrobacterium*-mediated transformation can be successfully achieved both from immature embryo [20] or embryogenic pollen culture [21]. All these criteria, together with its diploid genome, make that barley can serve as a complementary model in addition to rice to study the root system development in cereals. In the present study, we present data from the whole transcriptome analysis of barley seedlings stem base developing CR and discuss the possible mechanisms underlying CR development and emergence in barley.

## Material and methods

### Material and cultivation conditions

The spring barley cultivar Golden Promise (cv. GP) was used in this study. For the purpose of the experiment, grains were immersed for 30 s in 70% ethanol, washed 3 times in water, then surface sterilized in 3% sodium hypochlorite for 5 min and extensively rinsed in water. Finally, grains were placed on wet filter paper in Petri dishes and placed in the dark for 2 days at 4°C. Germination was induced by transferring petri dishes to a culture chamber with a long-photoperiod (16h-day/8h-night; 400 µmol.s^−2^.m^−1^) and a temperature regime of 21°C-day/18°C-night. The day of appearance of the primary roots and coleoptile through the seed coat was considered as the germination day. One day after germination (1DAG), half of the germinated young seedlings were sampled, separating roots, stem bases (1 mm fragment from the root junction) and shoots; the rest of the seedlings were kept for 3 more days on wet filter paper in petri dishes, then transferred into a mini-hydropony system containing a modified half-strength Hoagland solution [22]. At 10 days after germination (10DAG), seedlings were harvested, separating roots, stem bases (1,5–2 mm fragment from the root junction)) and shoots. Each sample (roots, stem bases and shoots) represented a pool of 5 seedlings; samples were immediately flash frozen in liquid nitrogen and stored in a deep-freezer until use. The experiment was conducted into three independent biological replicates.

### Imaging of crown root primordia by light and confocal microscopy

For light microscopy, plantlets were grown as previously described. The developing young seedling was separated from the rest of the grain; primary roots were removed from the aerial part with a blade, and a 2 mm-long section from the stem base was excised with a scalpel and immediately immersed in fixative (4% paraformaldehyde in 1X PBS, pH 7.4). Vacuum was applied twice for 1 min 30 s. Fixative was changed, and samples were placed overnight at 4°C in the dark. The next day, samples were washed 4 times in 1X PBS for 15 min. Samples were dehydrated in an ethanol series from 50 to 100%. Samples were embedded in resin (Technovit® 7100; Electron Microscopy Sciences) according the instructions. Sections of 4.5 µm were obtained with a HYRAX M40 microtome (Zeiss), stained with either periodic acid Schiff-naphtol blue black (PAS-NBB) or lugol, and mounted in Clearium® Mounting Media (Electron Microscopy Sciences). Sections were observed with an Imager M2 microscope equipped with an Axio Cam MrC5 camera (Zeiss). Pictures were acquired and analyzed with the ZEN software (Zeiss).

The imaging of the stem base by confocal microscopy was performed as previously described [23]. The 1 mm-long and 2 mm-long stem base of barley seedlings were harvested at 1DAG and 10DAG, respectively, and immediately immersed in ½ Hoagland solution at 4°C overnight. They were embedded in 5% agarose in sterile distilled water (w/v). Agarose blocks were mounted into the Automate 880 (Phiv platform, MRI imaging facility, Montpellier, France, https://www.mri.cnrs.fr/), a custom machine combining an LSM NLO 880 multiphoton microscope (Zeiss, https://www.zeiss.com) equipped with a Chameleon Ultra II tunable pulsed laser (690–1080 nm range excitation; Coherent, https://www.coherent.com) and an HM 650V vibratome (Microm Microtech, http://www.mm-france.fr) allowing automation of sample cutting (60 µm) and instant imaging. The images were obtained with a 20x/1.0NA (2.4 mm WD) objective. The instrument was controlled using ZEN and the custom package ZEN EXTENSION NECE (Zeiss). Images were acquired through the whole stem base. The imaged sections were aligned with Fiji, an application of ImageJ [24]. For 3D reconstruction, aligned sections were used as input in IMARIS9.1 (Imaris, https://imaris.oxinst.com).

### Evans blue staining

Cell death at the site of root emergence was observed by Evans blue staining as described previously [25]. Briefly, 10-day-old seedlings of cv. GP grown in hydroponic conditions were immersed in 2% (w/v) Evans blue, prepared in water, for 3 min and subsequently washed in water. Evans blue penetrates only dead cells. Samples were observed with a Zeiss Axio Zoom v16 Stereo Microscope equipped with a camera. Serial pictures were taken and analyzed with ZEN software (Zeiss).

### Library preparation and transcriptomic analysis

For both 1DAG and 10DAG, seedlings were grown as described. Grain tegument and the rest of the endosperm were removed to keep only the young seedling composed of the small primary and seminal roots and the stem enclosed in the coleoptile. The stem base (1 to 2 mm-long), corresponding to the zone of emergence of CR in barley, was excised, flash frozen in liquid nitrogen and stored in deep freezer at -80°C until they were used for RNA extraction and transcriptomic analyses.

Total RNA was extracted according the instructions of the ZymoResearch Plant RNA extraction kit and treated by TURBO™ DNase. Libraries were prepared from 2.5 µg of total RNA according to the instructions of the Illumina TruSeq1 Stranded mRNA Sample Preparation Kit (Illumina). Library concentration was assessed with the Kapa Library Quantification Kit (Kapa Biosystem) and all libraries were pooled to the final 8 pM concentration before cluster generation and sequencing. The clusters were generated using an Illumina TruSeq1 PE Cluster Kit v3cBot HS and sequenced on HiSeq PE Flow Cell v3 with a HiSeq 2500 Sequencing System. Three independent biological replicates were sequenced for each sample.

The paired-end reads (50bp-long) generated by sequencing were quality checked and trimmed prior mapping to the reference genome of barley cv. Morex IBSC_v1 [26] using the Tophat2 splice-read mapper with default parameters [27]. The mapped reads were quantified using HTSeq with respect to the stranded library [28]. The differentially expressed gene expression was calculated with the DESeq2 package [29]. Only genes harboring a |log2foldchange|≥ 1 and *p*_adjusted value_ ≤ 0.05 were considered to be significantly up-or down-regulated, and further analyzed. The gene functional annotation and enrichment was done using the MapMan BIN ontology in Mercator4 [30, 31]. Indeed, the widely used Gene Ontology (GO) comprises more than 34,000 terms organized in 3 categories: “Biological process”, “Molecular Function” and “Cellular component”. This rich annotation can lead to a strong redundancy and problem to visualize data from RNAseq. In opposite, Mapman/Mercator was specifically developed for plants with the goal to visualize omics data, such as transcriptome, on plant pathways [32]. Currently, MapMan ontology covers 27 functional top-categories, referred to as BIN [31, 33]. In parallel, the GO enrichment analysis limited to “Biological process” was performed with ShinyGO [34]: the 40 most enriched GO terms were sorted based on their fold enrichment. All data are available at the NCBI archive database under the GEO accession number GSE87737 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87737).

### Analysis of gene expression by quantitative real-time PCR (qPCR)

To confirm the differential expression of several interesting genes, qPCR analysis was performed with i) samples used for RNA-seq focused on the stem base region of seedlings at 1DAG or 10DAG, and ii) with samples obtained from various tissues (roots, stem bases and shoots) of cv. GP seedlings at 1DAG and 10DAG.

For the analysis of gene expression in different tissues, total RNA was extracted from roots, stem bases and shoots. Each sample was prepared in 3 independent biological replicates, with each replicate being composed of tissues of 5 seedlings. For this purpose, seedlings were grown and harvested as described for the preparation of the RNAseq libraries. Total RNA was extracted with the Quick-RNA Plant Kit (Zymo Research) following manufacturer’s instructions. Any potential trace of genomic DNA was removed with an additional treatment with 2U of TURBO™ DNase (ThermoFisher scientific) for 30 min at 37°C, and subsequent precipitation with lithium chloride. Total RNA was finally dissolved in RNAse-free water. The concentration was determined with a NanoDrop™ One/OneC Microvolume UV–Vis Spectrophotometer (ThermoFisher scientific).

For both experiments, the oligo(dT)_18_-based cDNA synthesis was performed from 2 µg of the total RNA according the instructions of the RevertAid First Strand cDNA synthesis kit (Thermo Fisher Scientific). For real-time PCR, cDNA samples were diluted 10 times and used in a reaction containing 1X gbSG PCR master mix (Generi biotech), 200 nM of each primer and 500 nM of ROX as a passive reference. Three technical replicates were run for each sample on a StepONE Plus thermocycler (Applied Biosystems) in a two-step amplification program. The initial denaturation at 94°C for 2 min was followed by 45 cycles of 94°C for 5 s and 60°C for 20 s. A dissociation curve was obtained for each sample. To determine the best reference gene(s), we both used the information from the available literature, our previous research work, but also the advance of the RefGenes tool under Genevestigator [35]. The expression profile across the different samples was analyzed for 6 potential reference genes (data not shown). Their stability across samples was determined using RefFinder [36] that integrates the currently available major computational programs (geNorm, Normfinder, BestKeeper, and the comparative ΔCt method) to compare and rank the tested candidate reference genes. Based on our data, *ACT* (AK248432), *Hv5439* (AK360511) and *EIF5A2* (AK357300; [37]) genes were found to be the most stable across the samples under investigation and were consequently used as normalizer. Cycle threshold values for the gene of interest were normalized in respect to the three reference genes and the geometric mean of expression was calculated. The relative expression was determined using the ΔΔCt mathematical model corrected for the PCR efficiency (E) [38]. The relative quantification was estimated in comparison with either “crown-1DAG_RNAseq_” or “roots-1DAG” sample. Primers were designed using Primer3Plus (https://primer3plus.com/cgi-bin/dev/primer3plus.cgi). Their specificity was checked by blast restricted to barley genome, validated by the dissociation curve and sequencing of the amplified product. Sequences of primers are given in Supplemental table S1.

### Prediction of putative *cis*-regulating elements related to ethylene and cell death

The presence of putative *cis*-regulating elements related to ethylene was predicted with PlantPAN3.0 [39] for 3 genes with a potential involvement in cell death during CR emergence. For this purpose, the 1 kb-long sequence upstream of the ATG was retrieved from barley genome. The sequences were scanned with the “Promoter analysis” tools using the TF binding motifs database from rice.

### Statistical analysis

The GraphPad Prism version 9.2.0. was used to prepare all figures and evaluate the statistical analysis. In all cases, the statistical significance was assessed by a two-way ANOVA followed by a Bonferroni multiple comparisons test.

## Results and discussion

### Crown-root primordia development in the stem base of the spring barley cv. Golden Promise

In rice, CR originate from the ground meristem cells adjacent to the peripheral cylinder of vascular bundles in the stem [40]. This meristematic cell layer can be assimilated to a shoot pericycle-like tissue that is surrounded by a starch-rich endodermis [41, 42]. Using classical histology and biphoton confocal microscopy, we evidenced that in barley the first CR is already formed at 3DAG (Fig. 1A) at the outermost side of the pericycle, that is characterized by cells rich in starch (Fig. 1B). We designed this region as ground meristem in comparison to rice. The earliness of CR primordia during seedling establishment has already been described in other monocots. Indeed, in rice, CR emerge from the coleoptilar node already 2 to 3 DAG [43] and 10 DAG in maize [44]. The study of 10 DAG-old seedlings by biphoton confocal microscopy suggested that CR primordia are formed sequentially, i.e. one after each other, with a seemingly averaged distance of 76 µm and 140° angle between two CR primordia (Fig. 1C and D). This disagrees with the observation done in rice or maize, where several CR are produced in whorls [23]. Therefore, further anatomical study will be required to describe in details the formation of CR in barley. In the stem base of 1DAG-old seedlings no CR initium could be observed by biphoton confocal microscopy, neither by classical histology (data not shown).

**Fig. 1:**
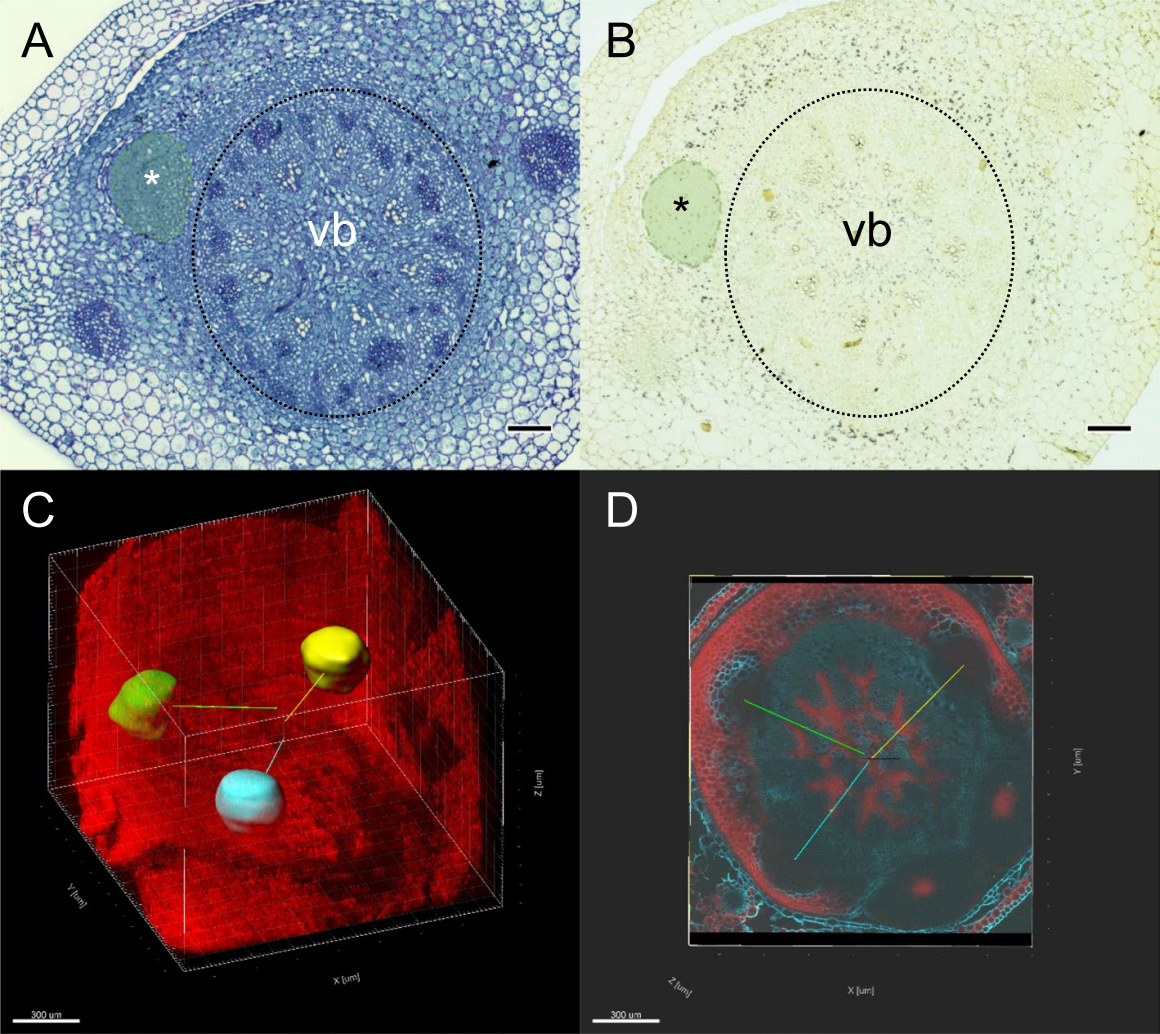
Crown-root primordia development in young barley seedlings. In 3DAG-old seedling, one primordium (*) is formed at the outermost side of the pericycle (**A**; PAS-NBB staining). The pericycle is surrounded by cells rich in starch as shown by the presence of dark dots after staining with Lugol solution (**B**). In (A) and (B), the dashed circle indicates the limit of the vascular bundles (vb). **C** Result of a block reconstruction in the 3D transparency mode of the whole stem base of a 10 DAG-old barley seedling. CR primordia are identified by different color. **D** z-axis cross section; the colored traits indicate the angle between each CR primordia. Bars in A and B represent 100 µm

For the purpose of the study, we compared the transcriptome of the stem base of 1DAG-old seedlings when no CR primordia could be seen to that of 10 DAG-old seedlings when 1 to 3 CR already emerged, forming a “bud” at the surface of the stem base.

### Transcriptomic changes in the stem base of 10DAG seedlings of spring barley and functional annotation of differential expressed genes (DEGs)

Gene profiling of the CR development in barley was investigated by RNA-seq whole transcriptome analysis, comparing the transcriptome of stem base of 10DAG seedlings to that of 1DAG seedlings of the spring barley cv. GP. For this purpose, 6 libraries (GP-1DAG-rep1, GP-1DAG-rep2, GP-1DAG-rep3, GP-10DAG-rep1, GP-10DAG-rep2 and GP-10DAG-rep3) were constructed from the basal portion of barley seedling’s stem. These libraries were sequenced using an Illumina HiSeq2000 system. After adaptor trimming and masking low-complexity or low-quality sequence, we obtained 54–77 million raw single-end reads. 

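The stem base is the segment from which crown roots emerge, and its RNA was sequenced in 3 libraries of cv. GP at 1DAG and 3 at 10DAG, each from a pool of 5 seedlings in the paper's methods. Another 3 libraries at each age came from barley carrying AtCKX1, an Arabidopsis gene for a cytokinin dehydrogenase, an enzyme that degrades cytokinins. The paper does not describe these AtCKX1 libraries, and their values are kept for the additional observations. The paper gives stem bases of 1 mm at 1DAG and 1.5 to 2 mm at 10DAG and 2.5 µg of RNA per library, while the sample labels give 2 mm and 1 µg, and the times and strengths of the grain sterilization also differ. The methods describe paired-end reads and the results single-end reads from another sequencer model. Reads were aligned by the authors with TopHat to the genome of cv. Morex and counted per gene with HTSeq 0.6.0, and the values used here are these raw counts. The reads assigned to genes were 39647015 to 49131251 per library at 1DAG (median 41491589) and 36100002 to 51997655 at 10DAG (median 40958524). The paper's Table S2 lists 54220130 to 77896964 raw reads for the same libraries, and the values here use the reads assigned to genes. Between 22.1% and 24.4% of the reads in the 12 libraries fell outside genes, and 7.02% to 10.3% aligned to more than 1 place and were not counted.

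From the counts, levels were computed as CPM (counts scaled to the library size) with TMM factors over all 12 libraries. The ages were compared in the 6 wild-type libraries with edgeR's quasi-likelihood test, for genes with enough counts by its default filter. By the paper's methods the younger seedlings stood on wet filter paper and the older ones in nutrient solution. A difference between the ages can thus come from age, from the culture medium or from both. The design cannot separate them, because no seedlings of the same age were sampled on both media. A gene was called higher or lower at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, which are the paper's limits. With 3 libraries against 3 an exact permutation test of a single gene cannot give a two-sided p below 0.1, so only the test across all genes is used. Gene functions come from Table S1, Fig. 5 and the 1342 genes of Table S3 whose descriptions could be read. Those genes were called higher by the study on these same libraries, so counts from lists drawn from them are not independent evidence of direction.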

The 45 bp-reads were mapped to the reference genome of barley cv. Morex IBSC_v1 [26] using TopHat with default parameters. The averaged total single mapping rates of all samples was around 92.3% (Supplemental table S2). Differentially expressed genes were determined with DESeq2. Taking the limits of *p*_adjusted value_ < 0.05 and a log2foldchange excluding values from -1 to 1, there were 5,264 DEGs between GP-10DAG and GP-1DAG, of which 2,932 were up-regulated (UP10DAG, Supplemental table S3) and 2,333 were down-regulated (DO10DAG, Supplemental table S4) in the stem base of 10DAG-seedlings compared to the stem base of 1DAG-seedlings.

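Genes for a receptor kinase and an anion transporter were among those with a known function that rose most in the stem base between 1DAG and 10DAG. MLOC_69543, a gene for a leucine-rich repeat receptor-like protein kinase, was at 0.0581 ± 0.0636 CPM (SD, n = 3) at 1DAG and 10.8 ± 2.53 CPM (SD, n = 3) at 10DAG, a log2 fold change of 7.59 (standard error 0.70, adjusted p = 0.000619). MLOC_34614, a gene for an anion transporter of the NRT1/PTR family, rose by 6.99 on the log2 scale (standard error 1.04, adjusted p = 0.00264). MLOC_4472 and MLOC_74463, for which the sources used here give no function, had 0 counts in every 1DAG library and were at least 261-fold and 227-fold higher at 10DAG, taken against a floor of 3 counts over the group. All 3 libraries at 10DAG lay above all 3 at 1DAG for each of these 4 genes. Of 19773 genes tested with edgeR, 2838 were higher and 2304 were lower at 10DAG, 5142 in all. The culture medium and, by the paper's methods, the segment length changed along with the age, so these calls cannot be put down to age or to crown roots alone. In 5110 of these 5142 genes the libraries of the ages did not overlap; among all tested genes this share was 57.4%, where chance gives 10%. Without the fold limit 4283 genes were higher and 4164 lower, and when the test itself was set against a 2-fold change (glmTreat) 1271 were higher and 830 lower. Without wild-type 1DAG replicate 1 and 10DAG replicate 2, which stand apart from the other libraries, 2973 were higher and 2444 lower.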

The MapMan gene functional annotation of the barley reference transcriptome was done in Mercator4 [31]: among the 24,210 predicted genes, only 11,289 genes were annotated and categorized into different BINS. The functional annotation of the DEG revealed that different pathways are represented in the stem bases of 1DAG and 10DAG seedlings (Fig. 2A). Indeed, among genes up-regulated in the stem base of 1DAG seedlings, 35.4% of the genes were related to cell cycle organization, chromatin organization, RNA biosynthesis or RNA processing, and 20.2% were related to protein (biosynthesis, homeostasis or modification), suggesting that profound molecular modifications occurred in the stem base of seedlings that will enter the program of CR initiation and development. This was supported by the annotation enrichment analyses (Table 1 and Fig. 2B).

**Fig. 2:**
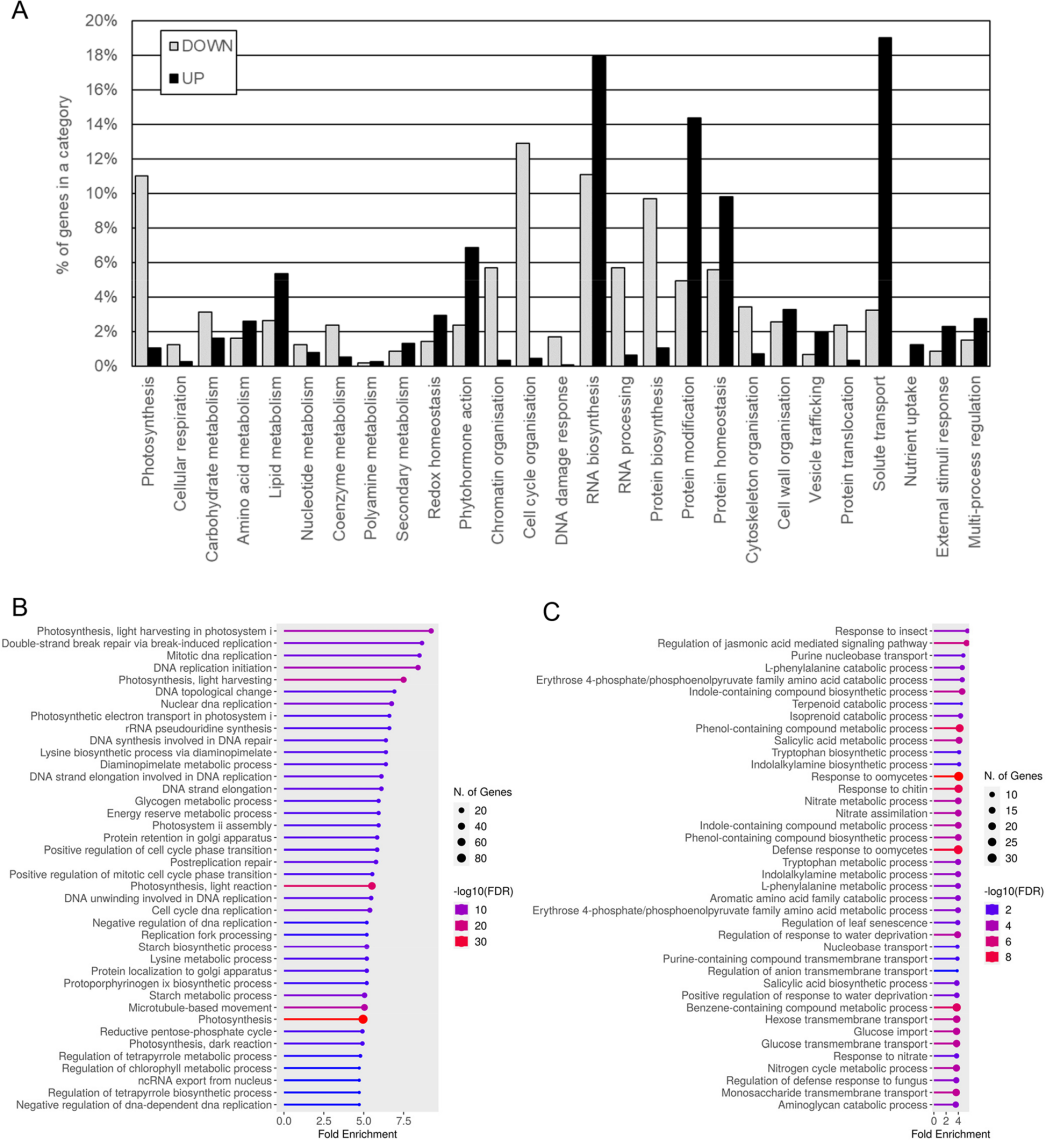
**A** Functional annotation of genes differentially regulated in the stem base of 10 DAG-old seedling of barley. The functional annotation was done with Mercator [30, 31]; the number of genes in one category is expressed as a percentage of the total number of genes that were annotated. Gene Ontology (GO) enrichment of genes down-regulated (**B**) and up-regulated (**C**) in the stem base of 10DAG-old seedlings of barley. The analysis was performed with ShinyGO [34]

**Table 1:** Functional annotation enrichment of genes differentially regulated in the crown of 10 DAG-old seedling of barley cv. Golden Promise. The automated annotation was performed using the Mercator resource [30]. The enrichment analysis was done with Mercator4 v6.0 that uses a one-sided Fisher’s exact test to performe the over-represenation analysis

**MapMan4 category number**	**Context of protein function**	**#Genes of interest IN MapMan4 category**	**#Genes of interest NOT IN MapMan4 category**	**#Background genes IN MapMan4 category**	**#Background genes NOT IN MapMan4 category**	**Enrichment factor**	***p*-value**	**FDR-adjusted*p*-value**
**BIN functional enrichment of UP-regulated genes**								
10	Redox homeostasis	21	2,910	58	24,152	2.99	< 0.01	0.0180
26	External stimuli response	31	2,900	97	24,113	2.64	< 0.01	< 0.01
24	Solute transport	225	2,706	940	23,270	1.98	< 0.01	< 0.01
11	Phytohormone action	100	2,831	440	23,770	1.88	< 0.01	< 0.01
15	RNA biosynthesis	198	2,733	1,015	23,195	1.61	< 0.01	< 0.01
18	Protein modification	155	2,776	893	23,317	1.43	< 0.01	< 0.01
**BIN functional enrichment of DOWN-regulated genes**								
19	Protein homeostasis	8	2,325	10	24,200	8.3	< 0.01	0.0126
15	RNA biosynthesis	20	2,313	34	24,176	6.1	< 0.01	< 0.01
1	Photosynthesis	121	2,212	237	23,973	5.3	< 0.01	< 0.01
3	Carbohydrate metabolism	17	2,316	38	24,172	4.64	< 0.01	< 0.01
13	Cell division	148	2,185	423	23,787	3.63	< 0.01	< 0.01
16	RNA processing	42	2,291	135	24,075	3.23	< 0.01	< 0.01
17	Protein biosynthesis	107	2,226	492	23,718	2.26	< 0.01	< 0.01
20	Cytoskeleton organisation	48	2,285	261	23,949	1.91	< 0.01	0.0135
12	Chromatin organisation	66	2,267	378	23,832	1.81	< 0.01	< 0.01

The genes up-regulated in the stem base of 10DAG seedlings belonged to categories: solute transport, (19.0%), RNA biosynthesis (17.9%), protein modification and homeostasis (24.2%), phytohormone action (6.9%), lipid metabolism (5.4%), cell wall organization (3.3%), redox homeostasis (2.9%). 

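Most of the listed genes for transport across membranes, transcription, protein modification, protein turnover and redox balance, all taken from those the study called higher, were higher in the stem base at 10DAG than at 1DAG. Of 205 solute transport genes tested, 194 were higher (205 when adjusted over the list alone), among them the putative peptide transporter gene MLOC_57296, at 1.55 ± 1.04 CPM (SD, n = 3) at 1DAG and 66.9 ± 17.4 CPM (SD, n = 3) at 10DAG. Its log2 fold change was 5.48 (standard error 0.49, adjusted p = 0.000571). Of 193 genes of RNA biosynthesis, 180 were higher (191 when adjusted over the list alone), and MLOC_5098, a gene for a MYB domain transcription factor, changed by 5.94 (standard error 0.92, adjusted p = 0.00298) on the log2 scale. In protein modification 165 of 170 genes were higher (169 when adjusted over the list alone). MLOC_10183, a gene of the glutaredoxin family, went from 0.365 ± 0.248 to 24.1 ± 9.83 CPM (SD, n = 3 at each age), with a log2 fold change of 6.12 (standard error 0.68, adjusted p = 0.00103). In protein homeostasis 101 of 106 genes were higher (106 when adjusted over the list alone), with the aspartyl protease gene MLOC_69013 at 4.59 (log2, standard error 0.77, adjusted p = 0.00396). In redox homeostasis 28 of 31 were higher (31 when adjusted over the list alone), and MLOC_34835, a gene for a D-arabinono-1,4-lactone oxidase family protein, rose by 4.33 (log2, standard error 0.22, adjusted p = 0.000239). For these 5 genes every 10DAG library lay above every 1DAG library. The study chose these genes as higher on the same libraries, so the counts are not independent evidence and cannot show how a whole category changed, and no member of any list was lower by edgeR or DESeq2, all 1294 tested genes of Table S3 having a positive estimate. Tested against a 2-fold change with glmTreat, the counts were 96, 83, 86, 48 and 13 in the order given. In redox homeostasis the wild-type 10DAG replicate 2 lay above the other 10DAG libraries by a median of 0.57 (log2).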

Supported by the annotation enrichment analyses (Fig. 2C and Table 1), our data suggested that a cellular/tissular organization occurs in the stem base of 10DAG seedlings.

Changes in gene expression determined by RNAseq were validated by qRT-PCR analysis. For this purpose, the change in expression of 9 genes was investigated (Fig. 3A) and the correlation between RNA-seq data analysis and qPCR was confirmed (coefficient of Pearson correlation, *r* = 0.94; Fig. 3A). Five genes with a potential role in CR development (*PIN-FORMED-LIKES/PILS*, *SCARECROW-LIKE1* /*SCR-like1*, *ARGONAUTE/ARGO*, *AuxIAA20* and *RESPONSE REGULATOR9*/*RRB9*) were confirmed by qRT-PCR to be up-regulated in the stem base of 10DAG seedlings (Fig. 3B). 

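The B-type response regulator gene RRB9 (MLOC_61880), which acts in the cytokinin response, was at 9.26 ± 0.909 CPM (SD, n = 3) at 1DAG and 27.5 ± 3.81 CPM (SD, n = 3) at 10DAG. This is a log2 fold change of 1.62 (standard error 0.17, adjusted p = 0.000773). SCR-like1 (MLOC_6971), a GRAS family transcription factor gene, rose by 1.53 (log2, standard error 0.20, adjusted p = 0.0017), from 66.8 ± 12.7 to 186 ± 38.5 CPM (SD, n = 3 at each age). The auxin efflux carrier gene PILS (MLOC_24846) rose by 2.35 (standard error 0.29, adjusted p = 0.00141) on the log2 scale. ARGO (MLOC_4898), an Argonaute gene of small RNA pathways, rose by 1.06 (standard error 0.14, adjusted p = 0.00192), and AuxIAA20 (MLOC_73144) had a log2 fold change of 0.76 (standard error 0.19, adjusted p = 0.0191), under the 2-fold limit. Among the other primer genes, CRL1.1 (MLOC_10784), an LBD gene orthologous to CRL1 and RTCS, went from 13.7 ± 0.591 to 6.73 ± 1.37 CPM (SD, n = 3 at each age), a log2 fold change of -0.97 (standard error 0.21, adjusted p = 0.01) that was also under the limit. The cryptochrome gene CRY1b (MLOC_64083) was at 0.67 and the histone deacetylase gene HADC (MLOC_71091) at 0.84 on the log2 scale, below 2-fold with adjusted p of 0.0103 and 0.00271. CRY2 (MLOC_8289) rose by 1.02 (standard error 0.19, adjusted p = 0.00613). The libraries of the 2 ages did not overlap for any of these 9 genes. The call of ARGO ended without wild-type 10DAG replicate 3 (0.93) or wild-type 1DAG replicate 1 (0.89), and that of CRY2 without wild-type 10DAG replicate 3 (0.73), 1DAG replicate 1 (0.94) or 1DAG replicate 3 (0.97), and neither was called against a 2-fold change with glmTreat (adjusted p = 0.573 and 0.754). CRL1.1 passed the limit without wild-type 10DAG replicate 2 (-1.16) or wild-type 1DAG replicate 1 (-1.02), and by a small margin with upper-quartile factors, without the filter on low counts or with all 12 libraries in the fit. CRY2 fell just below the limit in those 3 fits and with library totals alone or DESeq2 with its prior (0.97 to 0.99). With the replicate number added to the fit CRY2 was at 0.995, also below the limit.

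**Figure D1:**
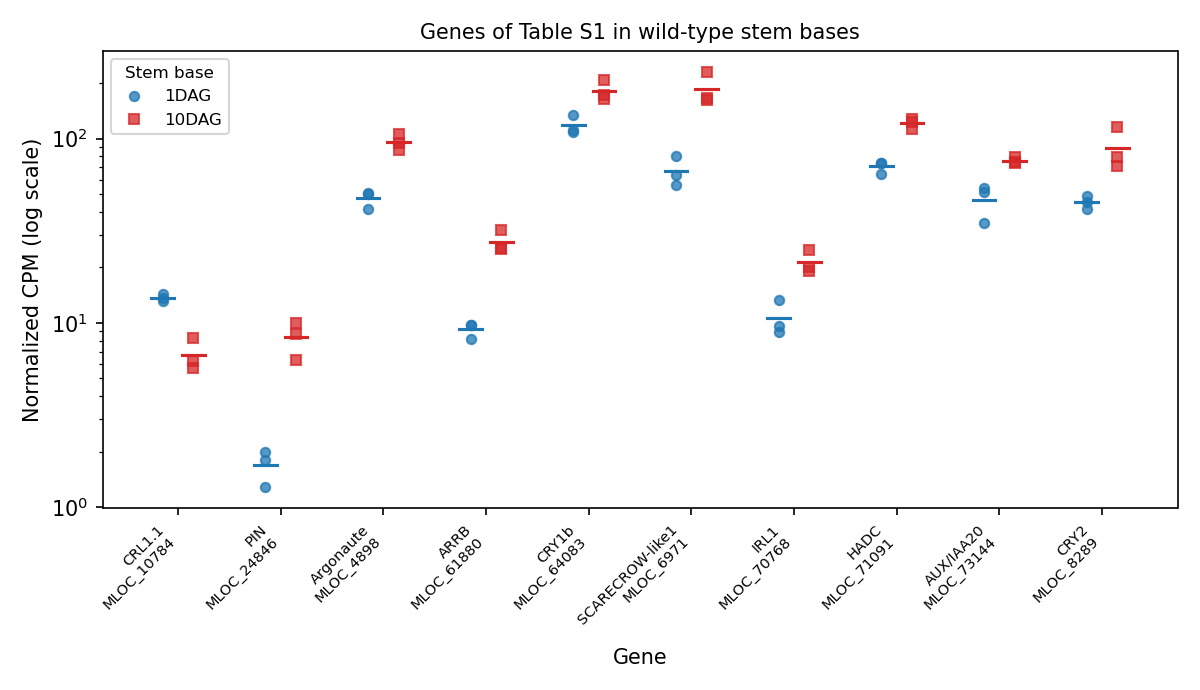
Normalized CPM on a log axis in each of the 6 wild-type libraries for the genes of Table S1, with circles for 1DAG and squares for 10DAG and a bar at the mean of each age. CRL1.1 lies lower at 10DAG and the other genes lie higher.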

Their expression was also significantly increased in the primary and seminal roots of the 10DAG seedlings (Fig. 4). Even though our study did not focus on the lateral root development, these genes could be also involved in the initiation and development of lateral roots. Indeed, it has been demonstrated that development of lateral roots and CR shared common molecular regulators [8, 13].

**Fig. 3:**
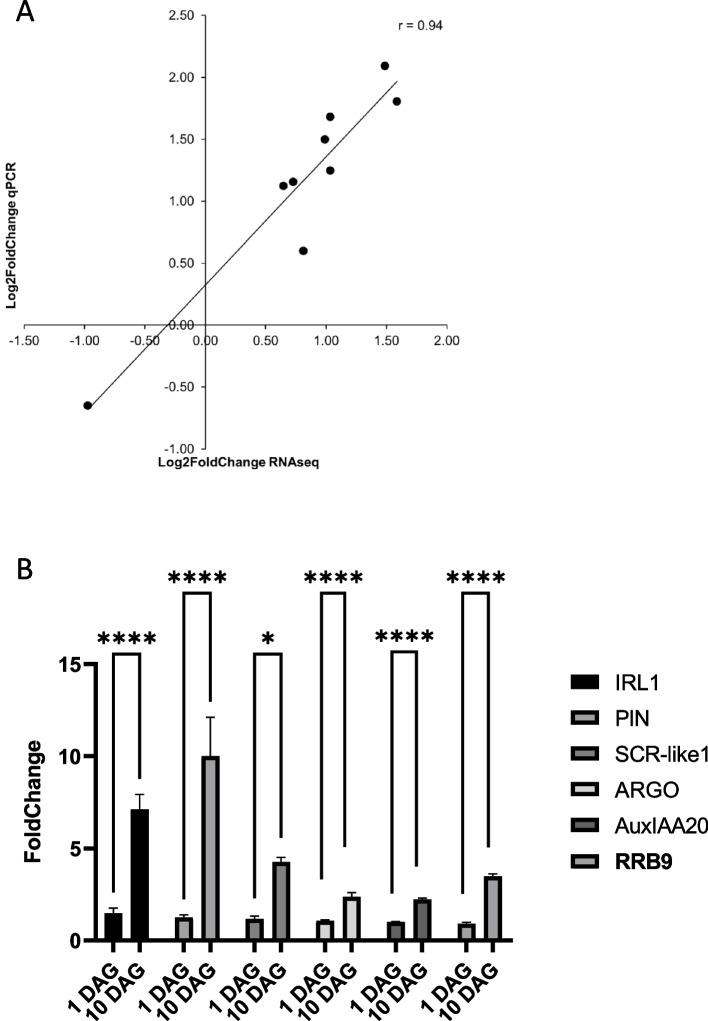
**A** Comparison of expression as determined by RNA-seq and real-time PCR. All expression data were normalized to the log2 scale. The coefficient of Pearson correlation was determined to be *r* = 0.94. **B** Validation of differential expression by qPCR of 6 genes with a potential role in CR initiation and development. qPCR was performed on the same samples as those used for RNAseq analysis. Normalization was done using 3 most stable reference genes: *Actin*, *Hv5439* and *EIF152*. The graph shows means ± SEM (*n* = 3). The statistical significance was assessed by a two-way ANOVA followed by a Bonferroni multiple comparisons test (GraphPad Prism 9.2.0). ****: adjusted *P*-value < 0.0001; *: adjusted *P*-value < 0.005

**Fig. 4:**
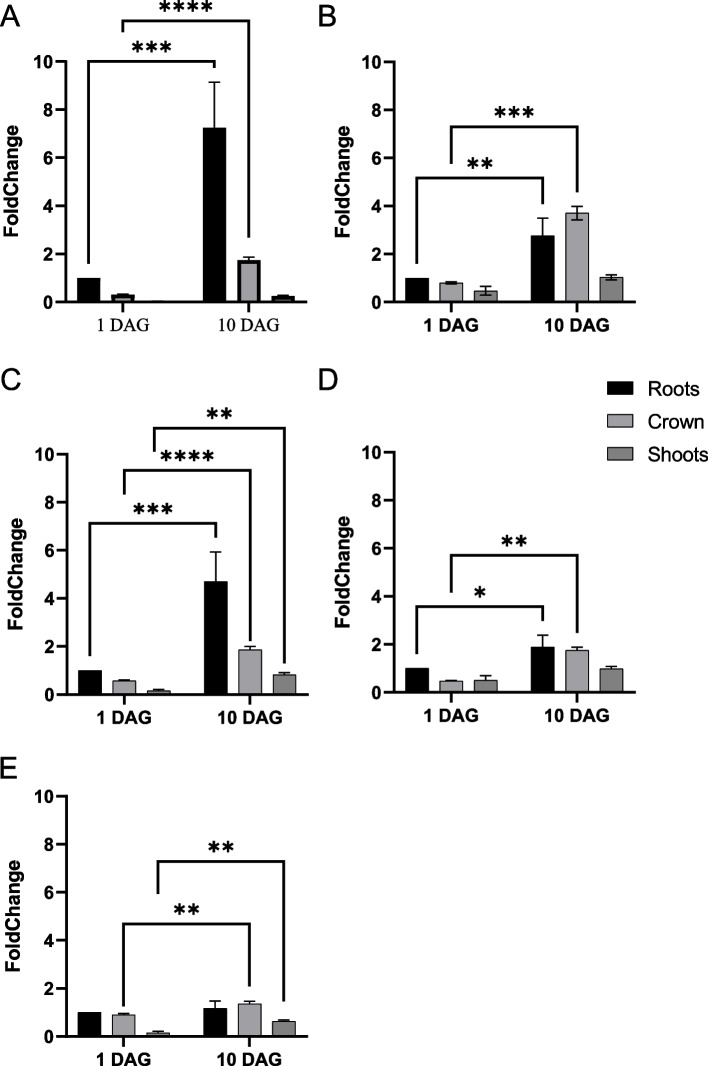
Gene expression analysis by qPCR of PIN (**A**), SCR-like1 (**B**), ARGO (**C**), AuxIAA20 (**D**) and RRB9 (**E**) in the roots, stem base and shoots of cv. Golden Promise seedlings grown for 10 days in hydroponic conditions. Normalization was done using 3 reference genes: *Actin*, *Hv5439* and *EIF152*. The graph shows means ± SEM (*n* = 3). The statistical significance was assessed by a two-way ANOVA followed by a Bonferroni multiple comparisons test (GraphPad Prism 9.2.0). ****: adjusted *P*-value < 0.0001; ***: adjusted *P*-value < 0.001; **: adjusted *P*-value < 0.001; *: adjusted *P*-value < 0.005

### Cell identity priming and cell cycle activation during crown-root development in barley

In the stem base of 1DAG-seedlings, 12 genes encoding cyclin, cyclin-dependent kinases were up-regulated, suggesting an important activation of the cell cycle. In addition, Cell Division Control (CDC) proteins and anaphase promoting proteins were also up-regulated suggesting that active cell division occured. We also found that 32 kinesin and kinesin-related proteins were up-regulated in the stem base of 1DAG seedling initiating CR. Kinesins form a superfamily of microtubule motor proteins and trigger the unidirectional transport of vesicles and organelles, affect microtubule organization and cellulose microfibril order. They were also described to be involved in cell division and growth [45].

In Arabidopsis, lateral root initiation is characterized by founder cell identity priming, cell cycle activation and asymmetric division of the founder cells. Auxin maxima are responsible for the up-regulation of cyclins and cyclin-dependent kinases (CDKs) and the concomitant repression of CDK repressors such as the Kip-related proteins (KRP1 and 2) which inhibits the G1/S transition [46, 47]. Interestingly, in Arabidopsis, auxin alone is not sufficient for lateral root initiation. Moreno-Risueno and coworkers demonstrated the existence of a so-called “oscillation zone” which is primordial for the spatial and temporal definition of lateral root initiation sites [48]. Transcription factors of the ARF (auxin response factor), NAC (NAM-No Apical Meristem, ATAF1-Arabidopsis thaliana Activation Factor 1, and CUC2-Cup-shaped Cotyledon), myeloblastosis (MYB) and SOMBRERO families are important for the determination of lateral root initiation sites [48].

### Hormonal status during crown root development in barley

Genes belonging to the category “hormone metabolism” accounted for a large proportion of sequences over-represented in the stem base of 10DAG seedlings (7%), suggesting an important modification in hormonal status during the development and emergence of CR in barley.

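Genes of several hormone pathways were higher in the 10DAG stem base. Of 69 genes of phytohormone action tested, 65 were higher (69 when adjusted over the list alone). Signalling peptide genes were among them, 15 of 16 being higher (16 when adjusted over the list alone), and the CLE precursor gene MLOC_58776 was at 0.0808 ± 0.0770 CPM (SD, n = 3) at 1DAG and 9.90 ± 5.73 CPM (SD, n = 3) at 10DAG, a log2 fold change of 6.90 (standard error 0.78, adjusted p = 0.00106). All 8 cytokinin genes tested were higher (8 when adjusted over the list alone), including MLOC_6567, annotated as a putative lysine decarboxylase family protein, which rose by 3.14 (log2, standard error 0.67, adjusted p = 0.00938), and MLOC_16499, the cytokinin dehydrogenase gene 4b, which rose by 2.16 (standard error 0.50, adjusted p = 0.0126). All 9 jasmonic acid genes were higher (9 when adjusted over the list alone), and the lipoxygenase gene MLOC_67243, of the enzyme family that opens jasmonate synthesis, went from 0.567 ± 0.278 to 33.6 ± 15.6 CPM (SD, n = 3 at each age), by 5.95 (standard error 0.52, adjusted p = 0.000528) on the log2 scale. All 6 genes of salicylic acid and strigolactone were higher (6 when adjusted over the list alone), with the cytochrome P450 gene MLOC_71958 at 3.61 (standard error 0.55, adjusted p = 0.00276). Every 10DAG library lay above every 1DAG library for these 5 genes. The lists were picked by the study on these libraries and are not independent evidence of a rise, and against a 2-fold change (glmTreat) 35 phytohormone, 3 cytokinin, 4 jasmonic acid and 3 salicylic acid and strigolactone genes were higher. The medians of the cytokinin genes in wild-type 1DAG replicate 1 and of the salicylic acid and strigolactone genes in 10DAG replicate 2 differed from the other libraries of the age by -0.50 and 0.62 (log2).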

Auxin is probably the most important hormone that regulates initiation of CR. 

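Auxin genes were more abundant in the stem base at 10DAG, among them a pair of GH3 genes, which encode enzymes that join auxin to amino acids. MLOC_64672, a GH3 family gene, was at 3.89 ± 1.48 CPM (SD, n = 3) at 1DAG and 29.4 ± 16.4 CPM (SD, n = 3) at 10DAG, a log2 fold change of 2.98 (standard error 0.49, adjusted p = 0.00363). The other GH3 gene, MLOC_5534, rose by 2.57 (log2, standard error 0.50, adjusted p = 0.00675). MLOC_46161, a putative monooxygenase gene listed under auxin, rose from 1.46 ± 0.795 to 9.42 ± 2.31 CPM (SD, n = 3 at each age), by 2.76 (standard error 0.42, adjusted p = 0.00295). In these 3 genes all libraries at 10DAG exceeded all at 1DAG. Of 10 auxin genes tested, 8 were higher and 2 did not pass the test (10 were higher when adjusted over the list alone). The list holds only genes the study had called on these libraries, so its direction is not independent evidence, and 4 of its genes were higher against a 2-fold change (glmTreat). Wild-type 10DAG replicate 2 lay above the other 10DAG libraries by a median of 0.59 (log2) in this list.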

Among the genes abundant in the stem base of 10DAG seedlings, we found 27 genes related to auxin (IAA) metabolism, signal transduction or induced by auxin. IAA maxima are fundamental for root primordia formation and emergence [49, 50]. In rice, OsPIN1 plays a role during CR development rather than during the CR primordia initiation. Other PINs (OsPIN2, OsPIN5b and OsPIN9) are likely to be involved in this process [50]. In our data, two auxin transporter-like proteins and one auxin efflux carrier were identified as up-regulated in the stem base of 10DAG seedlings. These 3 auxin transporters might participate in establishing auxin gradient required for CR development in barley. 

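The auxin transporter-like protein 1 gene MLOC_54960, of the AUX/LAX family of auxin importers, was at 68.6 ± 20.3 CPM (SD, n = 3) at 1DAG and 149.8 ± 51.3 CPM (SD, n = 3) at 10DAG. Its log2 fold change was 1.19 (standard error 0.31, adjusted p = 0.021), with every 10DAG library above every 1DAG library. A gene for an auxin efflux carrier, MLOC_60446, was at 0.0316 ± 0.0147 CPM (SD, n = 3) at 1DAG and 0.278 ± 0.104 CPM (SD, n = 3) at 10DAG, too few counts for the default filter, and was not tested. Without that filter its log2 fold change was 3.05 (edgeR, adjusted p = 0.0155), and DESeq2 gave 3.19 (adjusted p = 0.0238). All 3 auxin transporter genes that were tested, MLOC_24846, MLOC_54960 and MLOC_81185, were higher (3 when adjusted over the list alone), in a list the study had chosen on these libraries, so this is not independent evidence. MLOC_54960 was no longer called without wild-type 10DAG replicate 1 (log2 fold change 1.15), 10DAG replicate 2 (0.93), 1DAG replicate 2 (1.04) or 1DAG replicate 3 (1.14), and 1 of the 3 was higher against a 2-fold change (glmTreat).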

The release of free auxin from conjugates is often neglected. 

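MLOC_70768 is the gene annotated as an IAA-amino acid hydrolase, an enzyme that frees auxin from its conjugates. It was at 10.6 ± 2.38 CPM (SD, n = 3) at 1DAG and 21.4 ± 3.03 CPM (SD, n = 3) at 10DAG and rose by 1.07 (standard error 0.21, adjusted p = 0.00699) on the log2 scale by edgeR. All 3 libraries at 10DAG lay above all 3 at 1DAG. The fold change fell under the 2-fold limit without wild-type 10DAG replicate 2 (0.94) or wild-type 1DAG replicate 2 (0.97), and the gene was not called against a 2-fold change (adjusted p = 0.611, glmTreat).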

In the present study, we identified a gene annotated as *IAA-amino acid hydrolase* (*ILR1*). IAA-amino acid conjugates function in both the permanent inactivation and temporary storage of auxin, participating thus in auxin homeostasis regulation. ILR allows releasing free IAA from the amino acid conjugates [51]. In Arabidopsis, the triple hydrolase mutant, *ilr1 iar3 ill2*, developed fewer lateral roots than the wild-type, demonstrating the importance of IAA release from conjugate in the initiation of lateral roots [52]. Whether IAA is released from IAA-conjugates via ILR1 to support CR primordia formation and development in barley represents an interesting challenge to solve.

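Ethylene genes were higher in the stem base at 10DAG, from modulators of the signal to the transcription factors that answer it. MLOC_10385, a gene for an ethylene signal modulator of the ARGOS type, was at 3.59 ± 1.09 CPM (SD, n = 3) at 1DAG and 30.1 ± 1.96 CPM (SD, n = 3) at 10DAG, a log2 fold change of 3.12 (standard error 0.26, adjusted p = 0.000485). MLOC_10878, a gene for an ethylene-responsive transcription factor, rose from 0.768 ± 0.282 to 13.1 ± 2.53 CPM (SD, n = 3 at each age), by 4.14 (standard error 0.35, adjusted p = 0.000482) on the log2 scale. Another ethylene-responsive factor gene, MLOC_63834, rose by 3.24 (standard error 0.72, adjusted p = 0.0112). For each of these 3 genes the 10DAG libraries lay wholly above the 1DAG libraries. All 13 ethylene genes tested were higher (13 when adjusted over the list alone), but they come from the study's own calls on these libraries and are not independent evidence. Against a 2-fold change (glmTreat), 5 of the 13 were higher.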

Our study revealed that at least 18 genes related to ethylene metabolism and signaling pathway were up-regulated in the crown of 10DAG seedling, when CR are already initiated and are emerging from the stem. In rice, ethylene induces the death of epidermal cells at the site of CR emergence. Thus through the crack of the epidermis the newly formed root can emerge without damages [25]. Our data suggest that in barley, the emergence of CR is possibly correlated with death of cortex and epidermal cell in an ethylene-mediated response. This is supported by the fact that a gene associated with development and cell death was also up-regulated in the stem base of 10DAG seedling.

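The gene for a DCD (development and cell death) domain protein, MLOC_38269, was at 200.0 ± 44.5 CPM (SD, n = 3) at 1DAG and 525 ± 78.0 CPM (SD, n = 3) at 10DAG. It rose by 1.45 (standard error 0.21, adjusted p = 0.0024) on the log2 scale by edgeR. MLOC_17904, a gene for a LITAF domain protein listed with the regulators of cell death, rose from 14.5 ± 1.32 to 46.9 ± 1.80 CPM (SD, n = 3 at each age), by 1.75 (standard error 0.14, adjusted p = 0.000405). Both genes were higher in all 3 libraries at 10DAG than in any at 1DAG. All 7 cell death genes tested were higher (7 when adjusted over the list alone), a list the study picked on these libraries and so not independent evidence. Against a 2-fold change (glmTreat), 1 of the 7 was higher and MLOC_38269 was not called (adjusted p = 0.0716).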

Abscisic acid (ABA) is another important hormone. Its role as inhibitor or stimulator of plant growth and development is a constant question of debate [53]. ABA has a dual role in root development: whereas it stimulates the initiation and primordia formation in different species, it often inhibits the emergence from the stem and the subsequent elongation of the root [54]. Fifteen genes related to ABA synthesis and signaling pathway were found to be up-regulated in the stem base of 10DAG seedlings. Among these genes belonged two transcripts annotated as 9-cis-epoxycarotenoid dioxygenase (NCED) which catalyzes the first committed step of ABA synthesis. This suggested that ABA synthesis takes place in the stem base of seedlings developing CR and that ABA is also important for the development of CR in barley. Nevertheless, deeper studies would be necessary to precisely determine the role of ABA in the different steps of CR development, i.e. primordium initiation, emergence and root elongation.

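The NCED genes were MLOC_18300 (9-cis-epoxycarotenoid dioxygenase 2) and MLOC_43893 (9-cis-epoxycarotenoid dioxygenase 1). MLOC_18300 was at 1.89 ± 1.27 CPM (SD, n = 3) at 1DAG and 8.84 ± 2.66 CPM (SD, n = 3) at 10DAG and rose by 2.29 (standard error 0.52, adjusted p = 0.012) on the log2 scale. MLOC_43893 was less abundant, at 0.432 ± 0.303 and 3.49 ± 2.33 CPM (SD, n = 3 at each age), and rose by 3.06 (standard error 0.73, adjusted p = 0.0148). Every 10DAG library was above every 1DAG library for both. All 6 abscisic acid genes tested were higher (6 when adjusted over the list alone), though the study had called them on these libraries, so this is not independent evidence. MLOC_43893 missed the threshold without wild-type 1DAG replicate 2 (log2 fold change 2.85, adjusted p = 0.0594), and against a 2-fold change (glmTreat) 1 of the 6 genes was higher and neither NCED gene was called (adjusted p = 0.0748 and 0.0634).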

We also found that a gene encoding a gibberellin 2-oxidase, highly abundant in the crown of barley seedling, was up-regulated in 10DAG-seedlings. 

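Gibberellin genes were higher in the stem base at 10DAG, among them genes for the enzyme that inactivates active gibberellins. The gibberellin 2-oxidase gene MLOC_38462 was at 12.0 ± 6.46 CPM (SD, n = 3) at 1DAG and 49.8 ± 16.8 CPM (SD, n = 3) at 10DAG and rose by 2.10 (standard error 0.42, adjusted p = 0.00788) on the log2 scale. Another gene for it, MLOC_72016, was far less abundant, at 0.0406 ± 0.0532 and 0.594 ± 0.227 CPM (SD, n = 3 at each age), and rose by 3.87 (standard error 0.87, adjusted p = 0.0119). MLOC_58793, a cytochrome P450 gene listed under gibberellin, rose by 3.39 (log2, standard error 0.38, adjusted p = 0.00101). In these 3 genes no 1DAG library reached any 10DAG library. Of 10 gibberellin genes tested, 9 were higher and 1 did not pass the test (10 when adjusted over the list alone), the list being the study's own choice on these libraries and not independent evidence. MLOC_38462 was not called against a 2-fold change (adjusted p = 0.0582, glmTreat).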

GAox2 are responsible for the degradation of active gibberellins (GAs). In poplar, GAs negatively regulate lateral root, specifically inhibiting root primordium initiation. The role of GA2ox in regulating GAs homeostasis was also proved in the same study [55]. In rice, overexpressing *GA2ox* led to the decrease of endogenous GAs and enhanced CR root growth [56]. Similarly, silencing of *SLENDER1*, a negative regulator of the GA signaling pathway, resulted in lower number of CR in rice [57]. It is thus tempting to postulate that GAs are inhibitors of CR initiation and development in barley and a precise regulation of its homeostasis via GA2ox is required.

### Emergence of CR induces cell death and cell wall modification

The molecular events of lateral root and CR emergence are still unclear. Nevertheless, two different modes of root emergence have been assumed: i) “active removal” of the cortical cells most probably induced by root primordia, implying death of cells covering the root primordia, and ii) “mechanical breakage” of epidermal cells by the tension resulting from the growth of the root [58].

In rice, the emergence of CR happens concomitantly to death of nodal epidermal cells above CR primordia (Mergemann and Sauter, 2000). In maize, Park and coworker reported the formation of a cavity in the cortex of primary root around the lateral root primordia, resulting probably from the death of the cells [59]. Apoptosis of epidermal cells is controlled by ethylene and is mediated by reactive oxygen species (ROS), which are also involved in CR primordia growth [60], allowing coordinating CR growth with local weakening of the epidermal cell barrier [61]. 

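ACC synthase and ACC oxidase catalyze the last steps of ethylene synthesis. The ACC synthase gene MLOC_5973 was at 2.60 ± 0.213 CPM (SD, n = 3) at 1DAG and 11.2 ± 6.18 CPM (SD, n = 3) at 10DAG and rose by 2.16 (standard error 0.48, adjusted p = 0.0112) on the log2 scale. The ACC oxidase gene MLOC_70078 rose by 2.52 (standard error 0.31, adjusted p = 0.00141), from 6.50 ± 1.03 to 35.8 ± 13.5 CPM (SD, n = 3 at each age), and the ACC oxidase gene MLOC_43526 rose by 1.41 (standard error 0.43, adjusted p = 0.0334). A further pair of ACC oxidase genes did not pass the test by edgeR, MLOC_50024 with a log2 fold change of 2.03 (standard error 0.76, adjusted p = 0.0683) and MLOC_67637 with 1.32 (standard error 0.51, adjusted p = 0.0749). The ethylene receptor gene MLOC_2842 was at 52.6 ± 7.59 CPM (SD, n = 3) at 1DAG and 94.4 ± 10.0 CPM (SD, n = 3) at 10DAG, a log2 fold change of 0.90 (standard error 0.16, adjusted p = 0.00449) that stayed under 2-fold. All 10DAG libraries lay above all 1DAG libraries for each of these 6 genes except MLOC_50024. MLOC_43526 was not called without wild-type 10DAG replicate 2 (log2 fold change 0.72), 1DAG replicate 1 (1.35), 1DAG replicate 2 (1.43) or 1DAG replicate 3 (1.39), while without wild-type 1DAG replicate 1 MLOC_50024 (2.83) and MLOC_67637 (2.06) were called. MLOC_50024 was at 1.10 (adjusted p = 0.243) without wild-type 10DAG replicate 2, and MLOC_67637 at 0.97 (adjusted p = 0.161) without 1DAG replicate 2. DESeq2 called MLOC_50024 (adjusted p = 0.00688) and MLOC_67637 (adjusted p = 0.0221), as did the fit of all 12 libraries, and glmTreat against a 2-fold change did not call MLOC_5973 (adjusted p = 0.0757) or MLOC_43526 (adjusted p = 0.338).

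**Figure D2:**
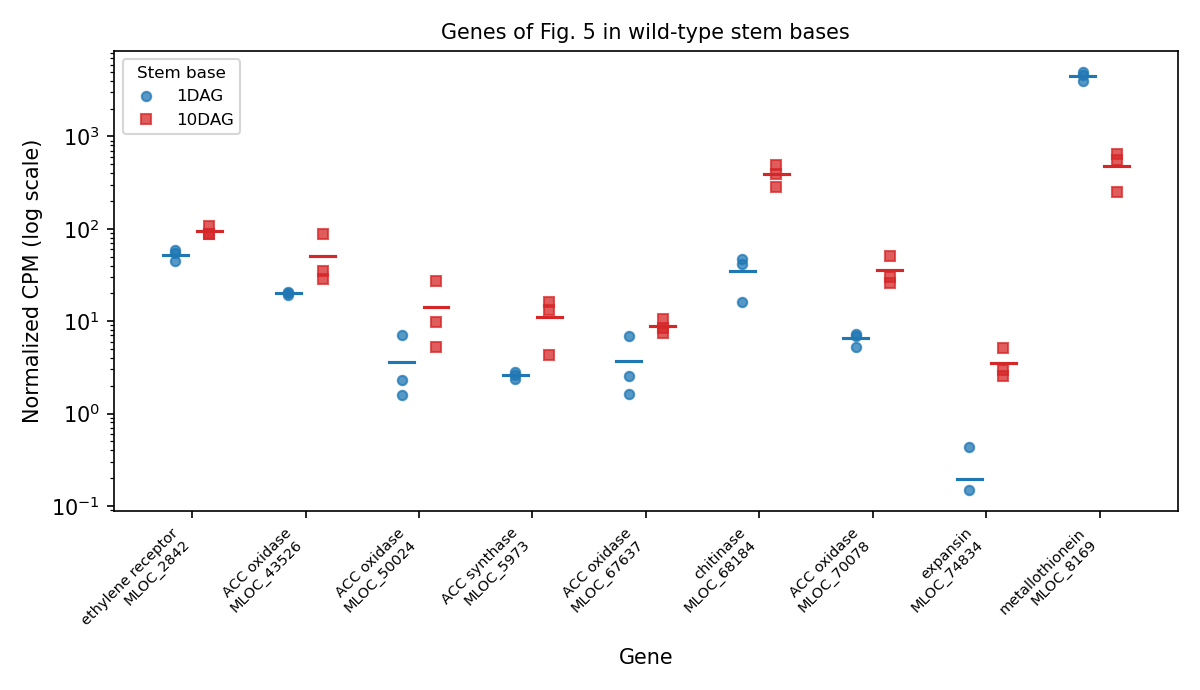
Normalized CPM on a log axis in each of the 6 wild-type libraries for the genes of Fig. 5, with circles for 1DAG, squares for 10DAG and a bar at the mean of each age. The 1 library with 0 counts of MLOC_74834, at 1DAG, cannot be drawn on this axis, and MLOC_8169 is the gene that lies lower at 10DAG.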

In the present study, we demonstrated that genes involved in the ethylene pathway were up-regulated in the stem base of 10DAG seedlings (Fig. 5A). The use of the Blue Evan’s staining showed that cell death occurred at the site of emergence of CR (Fig. 5B). It was shown that epidermal cells covering CR primordia might be targeted to die, as they contain lower amount of the METALLOTHIONEIN2b (MT2b), a scavenger of ROS [61]. Interestingly, a gene encoding a metallothionein was strongly down-regulated in the stem base of 10 DAG-old seedlings, suggesting a reduction in ROS scavenging. 

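The metallothionein gene MLOC_8169 was among the most abundant genes of the 1DAG stem base, at 4547 ± 499 CPM (SD, n = 3), and was at 482 ± 203 CPM (SD, n = 3) at 10DAG. It fell by 3.17 on the log2 scale (standard error 0.37, adjusted p = 0.00115, edgeR), and every 1DAG library lay above every 10DAG library. Table S3 also lists 3 metallothionein genes as higher at 10DAG. MLOC_25672 had 0 counts at 1DAG and was at 3.75 ± 3.81 CPM (SD, n = 3) at 10DAG, at least 156-fold higher against a floor of 3 counts over the group (adjusted p = 0.00763, edgeR). MLOC_64832 and MLOC_75956 were at 0.613 ± 0.698 and 0.441 ± 0.449 CPM (SD, n = 3) at 10DAG and were not tested, having too few counts. The 1 of these 3 genes that was tested was higher (1 when adjusted over the list alone), but the study chose it on these libraries, so it is not independent evidence; 3 were higher without wild-type 10DAG replicate 2, 3 without 1DAG replicate 1 and 2 without 1DAG replicate 3. In wild-type 10DAG replicate 2 these 3 genes lay at a median of -2.28 (log2) against the other 10DAG libraries. Without the filter on low counts, and by DESeq2, all 3 were higher. From the fall of the metallothionein the paper proposes that less of the reactive oxygen species is scavenged, and from its transcriptome it proposes that root emergence is correlated with the death of cells, with ethylene and these species as mediators. It also reports dead cells by Evans blue staining where crown roots emerge. Its promoter predictions found ethylene-related motifs in a metallothionein, a chitinase and an expansin gene.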

Our transcriptomic data suggest that emergence of CR in barley is correlated with cell death, mediated by ethylene and ROS. 

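Chitinase genes rose in the stem base between 1DAG and 10DAG. The chitinase gene of Fig. 5, MLOC_68184, was at 34.7 ± 16.2 CPM (SD, n = 3) at 1DAG and 391 ± 103 CPM (SD, n = 3) at 10DAG, a log2 fold change of 3.54 (standard error 0.44, adjusted p = 0.00142). MLOC_65311, listed as a chitinase, rose by 1.27 (standard error 0.29, adjusted p = 0.0125), from 373 ± 139 to 868 ± 103 CPM (SD, n = 3 at each age). MLOC_7366, chitinase 1, rose by 1.76 (standard error 0.58, adjusted p = 0.0447). The 10DAG libraries were all above the 1DAG libraries in these 3 genes. Both chitinase genes of Table S3 that could be read were higher (2 when adjusted over the list alone), and the study picked them on these libraries, so this is not independent evidence. MLOC_65311 fell under the 2-fold limit without wild-type 1DAG replicate 1 (0.94), and MLOC_7366 missed the adjusted p without wild-type 10DAG replicate 2 (0.107), 10DAG replicate 3 (0.131) or 1DAG replicate 2 (0.114), which left 1 of the 2 called each time. Wild-type 1DAG replicate 1 lay below the other 1DAG libraries in this list by a median of -1.42 (log2), and against a 2-fold change (glmTreat) neither was called, while DESeq2 called both.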

Thirteen genes annotated as (endo)chitinases were up-regulated in the stem base of 10 DAG-old seedlings. Chitinases are glycosyl hydrolases that catalyze the degradation of chitin, a major constituent of fungi cell wall and exoskeleton of insects. Commonly induced upon pathogen attack, they were for long associated with plant defense. However, growing evidence determined that (endo)-chitinases have different function during plant growth and development. The analysis of Arabidopsis chitinases revealed 5 classes, some of them having functions in “cell wall synthesis” or in “cell rescue, defense, cell death and aging” [62]. The role of class IV chitinase in cell death was recently reported in pepper [63]. 

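Genes of the cell wall and of its waxy layers were higher at 10DAG. Of 35 genes of cell wall organization tested, 33 were higher (35 when adjusted over the list alone). Those of cutin and suberin, polymers that seal outer cell walls, were all higher, 6 of 6 (6 when adjusted over the list alone). MLOC_6294, a GDSL esterase/lipase gene, was at 2.52 ± 0.931 CPM (SD, n = 3) at 1DAG and 26.0 ± 5.65 CPM (SD, n = 3) at 10DAG, a log2 fold change of 3.42 (standard error 0.31, adjusted p = 0.000571). MLOC_8076, a gene for an O-acyltransferase of the WSD1 type, rose by 2.81 (log2, standard error 0.32, adjusted p = 0.00106), and MLOC_18417, a fatty acyl coA reductase gene, by 4.95 (standard error 0.90, adjusted p = 0.00529). All 3 were higher in each 10DAG library than in each 1DAG library. The study took both lists from its own calls on these libraries, so they are not independent evidence, and against a 2-fold change (glmTreat) 14 and 3 of the genes were higher.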

Genes of the functional category “cell wall” were overrepresented among genes up-regulated in the stem base of 10 DAG-old seedling (13%), indicating that profound modifications occur when CR primordia form and develop. These genes are mainly related to pectin lyases, expansins and xyloglucan endotransglucosylases/hydrolases (XEGs). 

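Expansins loosen cell walls, and the expansin gene of Fig. 5, MLOC_74834, was at 0.194 ± 0.222 CPM (SD, n = 3) at 1DAG and 3.52 ± 1.37 CPM (SD, n = 3) at 10DAG, a log2 fold change of 4.22 (standard error 0.96, adjusted p = 0.012). The expansin-like 3 gene MLOC_53864 was more abundant, at 17.3 ± 3.28 and 62.6 ± 9.08 CPM (SD, n = 3 at each age), and rose by 1.91 (standard error 0.19, adjusted p = 0.00075). MLOC_12171 (1.33), MLOC_6637 (1.76), MLOC_73204 (1.57) and MLOC_81936 (1.59) also rose on the log2 scale, and MLOC_70945 had 1.13 (standard error 0.42, adjusted p = 0.0633) and did not pass the test. So 5 of the 6 expansin genes read from Table S3 were higher (6 when adjusted over the list alone), and 11 of 13 genes of pectin metabolism and binding (13 when adjusted over the list alone). The pectinesterase gene MLOC_12859 rose by 4.34 (log2, standard error 0.57, adjusted p = 0.00172), and the polygalacturonase gene MLOC_6444, with 0 counts at 1DAG and 1.41 ± 0.468 CPM (SD, n = 3) at 10DAG, was at least 60.8-fold higher against a floor of 3 counts over the group (adjusted p = 0.00182, edgeR). The libraries of the ages did not overlap in any gene named here except MLOC_70945. No gene whose description could be read was annotated as a xyloglucan endotransglucosylase. The lists hold genes the study called on these libraries and are not independent evidence; MLOC_81936 was not called without wild-type 1DAG replicate 2 (1.52) and MLOC_70945 was called without wild-type 10DAG replicate 3 (1.39) and by DESeq2 (adjusted p = 0.0227). Against a 2-fold change (glmTreat) 1 expansin and 7 pectin genes were higher, and wild-type 10DAG replicate 2 lay above the other 10DAG libraries by a median of 0.60 (log2) in the expansins.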

In Arabidopsis, the newly formed lateral root has to pass through 3 cell layers: endodermis, cortex and epidermis [64]. Cells are particularly well attached to each other, especially epidermal cells. Genes encoding proteins affecting cell wall-property integrity (expansins, pectin lyases or XEGs) are expressed in tissues covering the emerging lateral root primordia. The activity of these enzymes most probably promotes cell separation in advance of developing lateral root primordia to avoid damages of the root meristem [65]. Moreover, the cell-wall properties could contribute to the number of lateral root produced [66]. Indeed, the high-affinity auxin importer LIKE AUX1 (LAX3) is an important regulator of lateral root emergence. Its expression in cells situated over the lateral root primordia regulates the activity of cell wall remodeling enzymes, which are likely to promote cell separation in advance of developing lateral root primordia [66]. In the present study, a gene encoding LAX3, was up-regulated in the crown of 10 DAG-old seedlings where CR are formed and emerging.

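The LAX3 gene is MLOC_81185, annotated as auxin transporter-like protein 3, an importer that brings auxin into cells. It was at 3.46 ± 0.244 CPM (SD, n = 3) at 1DAG and 11.1 ± 3.82 CPM (SD, n = 3) at 10DAG. It rose by 1.75 (standard error 0.31, adjusted p = 0.00465) on the log2 scale by edgeR, and every 10DAG library was above every 1DAG library. Tested against a 2-fold change with glmTreat, it was just short of the threshold (adjusted p = 0.055).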

**Fig. 5:**
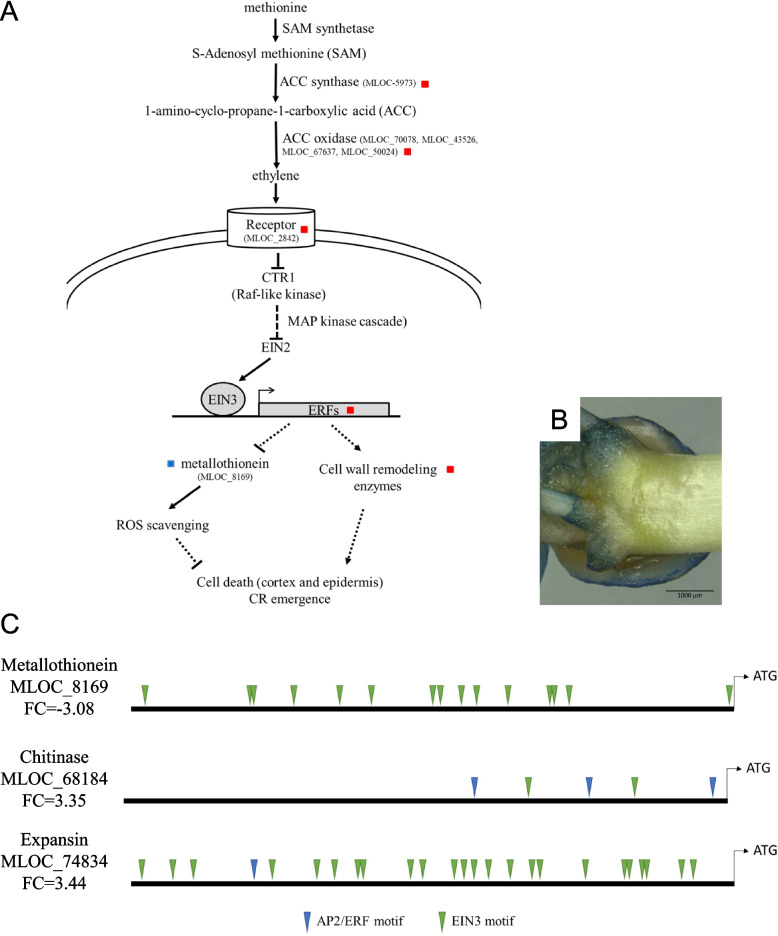
Involvement of ethylene in cell death during crown root emergence in barley cv. GP. **A** Ethylene biosynthetic and signaling pathway in the context of cell death. Genes identified in the RNAseq data as differentially expressed are indicated (MLOC); colored scares indicate whether they were up-regulated (red) or down-regulated (blue) in the stem base of 10 days-old seedlings. **B** Evan's blue staining indicates the cell death of the epidermal cell at the site of crown root emergence. **C** Prediction of the presence of ethylene-related *cis-*regulating elements (AP2/ERF and EIN3 motifs). The prediction was done with PlantPAN3.0, using the rice database.

The analysis of the 1.5 kb promoter sequence of three genes encoding a metallothionein, a chitinase and an expansin revealed the presence of numerous AP2/ERF and EIN3 motifs, reinforcing the hypothesis that those genes could be regulated by ethylene during crown root emergence (Fig. 5C).

It was supposed that the site of epidermis breakage in relation to root emergence may represent a site of infection by pathogens [58]. Benzoxazinoids are plant secondary metabolites involved in resistance against pathogens. They are present in grasses and in some dicots. Maize was the most important source of studies concerning these compounds. Their biosynthesis branches off from tryptophan at the indole-3-glycerol phosphate, which is converted into indole by indole-3-glycerol phosphate lyase (BX1). Four cytochrome P450 monooxygenase (BX2-BX5) are responsible for the subsequent production of DIBOA, the most effective benzoxazinoid [67]. In maize, benzoxazinoids defense molecules were found to accumulate at the site of CR emergence, preventing pathogenic infections which could occur during the crack of the epidermis. It is interesting to observe that in the stem base of barley 10 DAG-old seedling, genes encoding enzymes of the benzoxazinoid biosynthesis were up-regulated. Two genes were orthologues to the maize *indole-3-glycerol phosphate lyase* (*BX1*) and others were related to *BX2* and *BX4*, suggesting that this synthetic pathway was stimulated during CR development and emergence.

## Conclusion

We analyzed the transcript profiling of barley young seedlings to increase our understanding on the mechanisms regulating CR development and emergence in this species. Our study constitutes the first step toward understanding the molecular and physiological mechanisms involved in development and emergence of CR in barley, and represents an important resource on barley for the scientific community working on CR formation. Whereas we identified similar role of auxin, CK and others hormones in the process as described in other species, our study brings novelty concerning the last stage of CR development, i.e. emergence. Further functional studies of the identified genes will be required to characterize their involvement in CR formation.

### Supplementary Information

Supplementary Material 1.

## Data Availability

The sequenced raw reads generated in this study have been submitted to the National Center for Biotechnology Information (NCBI) with BioProject ID: GSE87737 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87737). The two-raw spring barley cultivar Golden Promise was grown and multiplied in the glasshouses of CATRIN, Palacky University in Olomouc. The original stock was obtained from Genbank IPK-Gaterlesben, Germany. The methods involved in this study were carried out in compliance with local and national regulations.

How the deposited data were processed for this re-analysis (not part of the article)

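RNA from barley stem bases was sequenced in 12 libraries, 3 each of wild-type cv. GP at 1DAG, wild-type at 10DAG, AtCKX1 plants at 1DAG and AtCKX1 plants at 10DAG. The authors trimmed the reads, aligned them with TopHat to the genome of cv. Morex, counted them per gene with HTSeq 0.6.0 and compared the ages with DESeq2. The values used here are the raw counts per gene of each library, with no normalization applied by the authors. The 12 libraries hold 36100002 to 51997655 reads assigned to genes (median 42479783), over 26073 identifiers, of which 24211 begin with MLOC, 1856 with EPlHVUG and 6 are others, among them the transgene. The AtCKX1 libraries held 42364228 to 47683587 such reads at 1DAG (median 42595338) and 38072347 to 48117821 at 10DAG (median 43236413). None of the identifiers matched the barley gene table at hand, so no positions are given.

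Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's default filter (filterByExpr), libraries were scaled by TMM, and groups were compared by the robust quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Calls needed an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. The wild-type ages were compared in the 6 wild-type libraries. An age effect here includes any effect of the culture medium and of the segment length, which by the paper's methods both changed between the ages. The AtCKX1 ages, the genotypes at each age and the difference of the age effects between genotypes were compared in 1 fit of all 12 libraries with a mean for each of the 4 groups, since 3 libraries per group estimate the spread poorly. Standard errors are the log2 fold change divided by the square root of the test statistic and are approximate. CPM are given as mean and SD over 3 libraries, scaled by TMM over all 12, and a prior count of 2 was used only on the log scale. Where a group had 0 counts, the fold is a lower bound against a floor of 3 counts over the group, which covers counting error only. No exact permutation test of 3 libraries against 3 can give a two-sided p below 0.1. The replicate numbers were not used to pair samples.

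The method was tested on simulated data made from the counts, with 200 genes changed in each comparison. The wild-type comparison of ages called 69% of the genes changed by 2 on the log2 scale and 64% of those changed by 1.5, with 6 false calls. These figures were 83% and 78% (6 false calls) for the AtCKX1 ages, 87% and 70% (3 false calls) for the genotypes at 1DAG, 85% and 73% (8 false calls) for the genotypes at 10DAG, and 66% and 50% (5 false calls) for the difference of age effects. Each simulation was 1 draw, with no library made to stand apart. The real comparison of the wild-type ages called 5142 genes, far more than the 200 changed here, so these figures need not hold for it.

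Gene functions were taken from Table S1, Fig. 5, names within the counts and the part of Table S3 that could be read, 1342 of 2930 genes, which gave 1355 genes with a function. The remaining 1588 genes of Table S3 and the 2336 of Table S4 were not used here, so passages describe genes called higher by the study and identified genes only. Lists of genes were searched in the functional categories and descriptions of those 1342 genes, with rules written before the data were examined, as were the tests and the alternatives except those said to be chosen later. No enrichment test was made on these lists, because Table S3 holds only genes the study called higher on the same libraries. The lists of histones, benzoxazinoid synthesis and xyloglucan endotransglucosylases had 0 members. Genes named in the text are those the paper pairs with an identifier, list members the paper's text describes, the 3 members of each list with the largest change, the genes with the largest rise or fall in each comparison, and for AtCKX1 the cytokinin dehydrogenase and response regulator genes. The paper's own values for these genes had been seen when the rule was written.

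The alternatives were DESeq2 1.42.0 with and without its prior on fold changes, upper-quartile factors, library totals alone, no filter on low counts, a minimum of 10 counts in every library, no fold limit, glmTreat against a 2-fold change, no robust dispersion, the replicate number as a block, other sets of libraries in the fit, and each library left out in turn. The limits of 50 and 5 counts used for genes seen in 1 genotype only, and the fits without the pair of libraries that stand apart, were chosen after the data had been seen. The quantitative PCR, the staining, the imaging and the promoter predictions were not analysed here.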

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

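Tests chosen only after the result was seen are the comparison of wild-type 1DAG replicate 1 with every 10DAG library, the transgene counts of that library, the limits that define genes seen in 1 genotype, the question of the line's background, and the fits without the pair of libraries that stand apart.

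The AtCKX1 libraries, which the paper does not report, show the stem base of these plants changing with age much as the wild type did. Between 1DAG and 10DAG, 3196 genes were higher and 2468 lower in AtCKX1 (edgeR, 20212 genes tested), and 4018 genes were called the same way with age in both genotypes, 2284 higher and 1734 lower, with 13 called in opposite directions. Among the 19773 genes tested in both, 2838 were higher and 2304 lower in the wild type and 3057 higher and 2421 lower in AtCKX1, and independent lists of those sizes would share 439 and 282 genes. The libraries of the AtCKX1 contrast are not those of the wild-type one, but the AtCKX1 test takes its filter, scaling and spread from all 12, and its 3196 higher genes became 3289 in a fit of its own 6 libraries and 3463 without wild-type 1DAG replicate 1. The metallothionein gene MLOC_8169 fell in AtCKX1 as well, from 3911 ± 1497 to 372 ± 28.1 CPM (SD, n = 3 each; adjusted p = 1.92e-05), and the B-type response regulator gene MLOC_61880 rose by 1.53 (standard error 0.12, adjusted p = 4.15e-06), each with no overlap between the libraries of the ages. Of the other ways to split the 6 libraries of a genotype by age, none called a gene, against 5142 in the wild type and 5664 in AtCKX1, but 10 splits are too few to give a share under 0.05. Each of those other splits also mixes the ages, which puts the age effect into the spread, so their lack of calls says little about chance.

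The transgene was counted in every AtCKX1 library, 45 reads over the 3 libraries at 1DAG and 61 at 10DAG, and in no wild-type library. This makes it at least 14.7-fold and 20.0-fold higher against a floor of 3 counts over the group. The reads per library were 16, 11 and 18 at 1DAG and 42, 7 and 12 at 10DAG, so the bound at 10DAG rests mostly on AtCKX1 replicate 1. These are few reads, since each AtCKX1 library held at least 38072347 reads assigned to genes. Between the genotypes 33 genes were higher and 69 lower in AtCKX1 at 1DAG, and 132 higher and 118 lower at 10DAG. The libraries hold 1 transgenic line and no control line. These differences, and those in the age effects below, may thus come from the transgene or from the background of the line, which cannot be told apart. MLOC_52920, a gene for an H-ATPase, was at 74.2 ± 21.9 CPM in the wild type and 0.855 ± 0.416 CPM in AtCKX1 at 10DAG (SD, n = 3 each), a log2 fold change of -6.45 (standard error 0.44, adjusted p = 4.3e-05), and of -6.49 (standard error 0.54, adjusted p = 0.000273) at 1DAG. The MADS-box gene MLOC_70546 fell in AtCKX1 at 1DAG by 1.58 (log2, adjusted p = 0.000813; not called in a fit of the 1DAG groups alone), and the disease resistance gene MLOC_12653 rose by 2.00 (adjusted p = 0.000776). The AtCKX1 and wild-type libraries did not overlap in these genes. The cytokinin dehydrogenase gene MLOC_58639 was at -2.69 (log2, adjusted p = 0.137) at 1DAG and did not pass the test, though DESeq2, a fit of the 1DAG groups alone and the fit without AtCKX1 10DAG replicate 2 called it.

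The genotype counts depend on single libraries. At 1DAG the 33 higher genes became 12, 13 and 15 without AtCKX1 1DAG replicate 1, 2 and 3, 19 without AtCKX1 10DAG replicate 3, 21 without wild-type 1DAG replicate 1 and 94 without wild-type 1DAG replicate 3. The 69 lower genes became 43, 39 and 36 without AtCKX1 1DAG replicate 1, 2 and 3 and 156 without wild-type 1DAG replicate 3. At 10DAG the 132 higher genes became 78 without AtCKX1 10DAG replicate 1, 73 and 70 without wild-type 10DAG replicate 1 and 2, and 221 without wild-type 1DAG replicate 1. The 118 lower genes became 45, 66 and 69 without AtCKX1 10DAG replicate 1, 2 and 3, 69 and 58 without wild-type 10DAG replicate 1 and 2, and 285 without wild-type 1DAG replicate 1. The share of called genes that were higher in AtCKX1 at 1DAG was 32.4%, and 19.4% by DESeq2. Other splits of the 6 libraries of an age called at most 0 genes at 1DAG, against 102, and 2 at 10DAG, against 250, in 10 splits each, too few to give a share under 0.05. Those splits also mix the genotypes, which puts their difference into the spread, so the low counts say little about chance.

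The effect of age differed between the genotypes in 98 genes, 82 with a larger rise or smaller fall in AtCKX1 and 16 with the reverse, by the test of that difference in edgeR. The circadian clock gene MLOC_14118 (circadian clock associated 1) was at 43.6 ± 8.06 and 112 ± 10.2 CPM in the wild type and at 50.2 ± 9.21 and 457 ± 97.3 CPM in AtCKX1 at 1DAG and 10DAG (SD, n = 3 each), a difference of 1.78 (standard error 0.26, adjusted p = 0.0146) between the age effects. It was not called without AtCKX1 1DAG replicate 3 (adjusted p = 0.0699) or wild-type 10DAG replicate 1 (0.0539). The paper's methods give no hour of harvest, so for this clock gene an effect of the time of day cannot be told apart from one of genotype. The differences were -2.58 for MLOC_61269, a transporter gene of the nodulin MtN21 family, -3.11 for MLOC_73481, a leucine-rich repeat receptor-like kinase gene, and -2.66 for MLOC_74149, a cellulose synthase-like gene. Among genes with no function in the sources used here they were 5.36 for MLOC_41838, 4.98 for MLOC_72290, -4.48 for MLOC_37446 and -4.23 for MLOC_69385. MLOC_72290 and MLOC_37446 kept their call whichever library was left out. MLOC_61269 lost it without AtCKX1 10DAG replicate 1 (adjusted p = 0.0542), AtCKX1 10DAG replicate 3 (0.0537), AtCKX1 1DAG replicate 3 (0.0702) or wild-type 10DAG replicate 1 (0.0583). MLOC_41838 lost it without any 1 of the 3 AtCKX1 1DAG libraries or the 3 wild-type 10DAG libraries (adjusted p from 0.0528 to 0.0836), and MLOC_69385 without AtCKX1 10DAG replicate 3, any AtCKX1 1DAG library, wild-type 10DAG replicate 1 or wild-type 1DAG replicate 2 (0.0532 to 0.0852). MLOC_73481 kept it only without AtCKX1 1DAG replicate 2 or wild-type 10DAG replicate 3 (0.0566 to 0.117 otherwise), and MLOC_74149 only without AtCKX1 10DAG replicate 1 (0.0504 to 0.152 otherwise).

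The counts of 82 and 16 also move with single libraries. The 82 became 35 without AtCKX1 10DAG replicate 3, 50, 45 and 27 without AtCKX1 1DAG replicate 1, 2 and 3, and 32, 45 and 37 without wild-type 10DAG replicate 1, 2 and 3. The 16 became 7 without AtCKX1 1DAG replicate 3, 8 without wild-type 10DAG replicate 1 and 39 without wild-type 1DAG replicate 3. The share with the positive sign was 83.7%, and 72.7% by DESeq2. Of 100 splits of the libraries, 3 called at least as many genes as the real one, the real one included, a share under the limit set beforehand. Splits that mix the genotypes within an age add the difference shared by both ages to the spread, which lowers their counts. For that reason the share does not exclude chance as the source of the 98. The highest of the others called 520; it exchanges the genotypes at 10DAG alone, and so measures the difference between genotypes that both ages share, a structure of the samples. The remaining split, which called 99, exchanges them at 10DAG and also 1 library of each genotype at 1DAG.

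Wild-type 1DAG replicate 1 stands apart from the other libraries, with 2658 genes over 1 (log2) outside the range of the other 5 libraries of its age, 2001 above it and 657 below, against 512 in the next library, wild-type 10DAG replicate 2. Its depth does not account for this, since 2467 such genes were left with all libraries thinned to the smallest total, against at most 484 in another, and a mislabelled AtCKX1 library is argued against by 0 transgene counts in it and at least 11 in each AtCKX1 library of that age. A share of older stem base in the pool was first tested on the genes higher with age in AtCKX1, whose median deviation of 0.072 (log2) lay between the limits set beforehand and settled nothing. The test chosen next found 70.3% of the 2001 genes above every 10DAG library as well, which a mixture of the ages could not give for those 1407 genes, although the shares for the 22 to 196 genes above the range in the other 1DAG libraries ran from 27.0% to 68.2%. For the other genes a mixture stays open, as does a biological difference between the pools, which the design cannot test. A technical fault of this library was not tested and stays open too. Its share of single mapping reads in the paper was 89.6%, against 92.6% to 93.5% in the other wild-type libraries. It also had the fewest genes counted, 21370, while its share of reads outside genes, 23.2%, lay within the range of the others.

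A few genes were counted in every wild-type library and were near 0 in every AtCKX1 library. With at least 50 counts in all 6 wild-type libraries and at most 5 in all 6 AtCKX1 libraries there were 5 such genes, among them MLOC_26429, at 20.3 ± 10.7 CPM (SD, n = 3) in the wild type at 1DAG with 3 counts over the AtCKX1 libraries of that age, and MLOC_497, neither with a function in the sources used here, and none in the reverse direction. Lower depth does not account for them, since 4 were left after thinning. Of 200 splits of the libraries 1, the real one, gave as many, and the highest of the others gave 0. The limits were chosen after the data had been seen, and these 5 genes cannot meet them in any other split. The splits thus show only that other groupings gave no such genes, and they do not exclude chance. The 5 genes may reflect plant material other than the transgene, such as the background of the transformed line, or the transgene itself, and these cannot be told apart because the libraries hold 1 transgenic line and no control line.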

How the results depend on the processing

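The fits without the pair of libraries that stand apart (wild-type 1DAG replicate 1 and 10DAG replicate 2) were chosen after the result was seen, and all other alternatives before the data were examined. Over the alternatives, the values of named genes were on the same side of the test in 3788 of 4144 cases, 286 lost a call, 39 gained one and 31 changed sign, all of the last in genes that were not called. The cause of these shifts was not tested, except that a minimum of 10 counts and the compared groups alone leave fewer genes or libraries in the fit. The named genes kept the sign of their age effects in the wild type and in AtCKX1 under every alternative. More genes were higher than lower with age in the wild type under every alternative, and in AtCKX1 under all but the one with no fold limit. For the genotypes the larger side turned at 1DAG with at least 10 counts in every library, and at 10DAG with DESeq2, with and without its prior, with glmTreat, without wild-type 10DAG replicate 3 and without wild-type 1DAG replicate 1. Counts not given below stayed within 1.5 times their value. Depth limits genes with few counts, of which some were not tested. Where an arm was left with 2 libraries the spread was pooled across groups.

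Without the fold limit there were 4283 higher and 4164 lower for the wild-type ages, 5208 higher and 5658 lower for the AtCKX1 ages, 216 higher for the genotypes at 10DAG and 7423 for the genes shared by both genotypes. With glmTreat against a 2-fold change there were 1271 higher and 830 lower for the wild-type ages, 1545 higher and 1043 lower for the AtCKX1 ages, 8 higher and 40 lower for the genotypes at 1DAG, 18 higher and 30 lower for the genotypes at 10DAG, 5 higher and 4 lower for the difference of age effects and 1602 for the genes shared by both genotypes. DESeq2 gave 143 higher and 594 lower for the genotypes at 1DAG, 246 higher and 290 lower for the genotypes at 10DAG and 213 higher and 80 lower for the difference of age effects, and DESeq2 with its prior 131 higher and 565 lower for the genotypes at 1DAG, 238 higher and 282 lower for the genotypes at 10DAG and 207 higher and 79 lower for the difference of age effects. With at least 10 counts in every library there were 14 higher and 11 lower for the genotypes at 1DAG and 64 lower for the genotypes at 10DAG, and with the compared groups alone 8 higher and 34 lower for the genotypes at 1DAG.

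The number of listed genes higher in the wild type under glmTreat was 6 ABC transporters, 12 NAC factors, 83 RNA biosynthesis, 17 WRKY factors, 1 abscisic acid, 1 auxin transporters, 4 auxin, 0 cell cycle, 1 cell death, 14 cell wall, 0 chitinases, 3 cutin and suberin, 3 cytokinin, 5 ethylene, 1 expansins, 16 external stimuli response, 8 glutathione S-transferases, 4 jasmonic acid, 0 embryo and scutellum, 6 endosperm and aleurone, 2 green leaf, 0 root, 7 pectin, 6 photosynthesis, 35 phytohormone action, 48 protein homeostasis, 86 protein modification, 13 redox homeostasis, 3 salicylic acid and strigolactone and 96 solute transport. With at least 10 counts in every library it was 1 LOB domain factors, 3 SWEET sugar exporters, 2 cell cycle, 0 metallothioneins, 0 root and 9 signalling peptides. DESeq2 gave 2 cell cycle and 3 metallothioneins, as did DESeq2 with its prior. Without the filter on low counts it was 3 metallothioneins and 0 root, and without robust dispersion 2 cell cycle.

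With 1 library left out at a time the counts ran from 2263 to 3111 higher and 1879 to 2617 lower for the wild-type ages, 2728 to 3463 higher and 2319 to 2640 lower for the AtCKX1 ages, 12 to 94 higher and 36 to 156 lower for the genotypes at 1DAG, 70 to 221 higher and 45 to 285 lower for the genotypes at 10DAG and 27 to 109 higher and 7 to 39 lower for the difference of age effects. Among the lists they ran from 0 to 2 cell cycle, 1 to 2 chitinases, 1 to 3 metallothioneins, 8 to 14 endosperm and aleurone and 0 to 1 root genes.

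Whether the replicate numbers pair the samples is not known, and they were not used as pairs. By the paper's methods part of the seedlings were sampled at 1DAG and the rest kept to 10DAG, so a number may link the ages. The deviations of libraries with the same number from their group means correlated at 0.0659, -0.286 and 0.363 in the wild type. In AtCKX1 they correlated at -0.0959, 0.0671 and 0.0616. These values are taken across genes, which are not independent replicates, and cannot settle the question. With the replicate number as a block there were 2828 higher and 2200 lower genes for the wild-type ages, 3104 and 2448 for the AtCKX1 ages, 17 and 46 for the genotypes at 1DAG, 102 and 75 at 10DAG and 37 and 10 for the difference of age effects, and 0 root genes among the listed ones. The block changed some calls of single genes, and not every library correlated best with its own number.

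The log2 values that changed sign were these, none of them called. MLOC_11021 for the genotypes at 10DAG was at -0.00103, -0.24 to 0.21 with 1 library left out, 0.0196 with DESeq2, 0.0179 with DESeq2 with its prior, 0.0358 with library totals, 0.0118 with no filter, 0.00217 with the compared groups alone and 0.0163 with the pair that stands apart removed. MLOC_11021 for the genotypes at 1DAG was at -0.19, -0.65 to 0.60 with 1 library left out. MLOC_11021 for the difference of age effects was at 0.19, -0.60 to 0.65 with 1 library left out. MLOC_16499 for the genotypes at 10DAG was at -0.30, -0.65 to 0.13 with 1 library left out, 0.13 with the pair that stands apart removed. MLOC_16499 for the genotypes at 1DAG was at 0.21, -0.29 to 0.51 with 1 library left out. MLOC_16499 for the difference of age effects was at -0.51, 0.018 with the pair that stands apart removed. MLOC_36886 for the genotypes at 1DAG was at 0.11, -0.14 to 0.32 with 1 library left out, -0.11 with the pair that stands apart removed. MLOC_36886 for the difference of age effects was at 0.11, -0.0913 to 0.37 with 1 library left out. MLOC_61880 for the difference of age effects was at -0.0638, -0.12 to 0.0305 with 1 library left out. MLOC_81291 for the genotypes at 1DAG was at 1.31, -0.90 to 4.52 with 1 library left out. MLOC_81291 for the difference of age effects was at -0.62, -3.82 to 1.60 with 1 library left out, 0.10 with the pair that stands apart removed.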

Differences from the paper's values

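The alternatives compared in this part were set before the data were examined, except the fit without the pair of libraries that stand apart, which was chosen after seeing the values. Table S3 prints its log2 fold changes as 1DAG relative to 10DAG, with the sign turned against its title, and the paper's values below are given as 10DAG relative to 1DAG. On that scale the median difference in size between the paper's value and the value here over the readable genes of the table was 0.08 (log2). With DESeq2 and its normal prior on fold changes it was 0.00028, and 1325 of the 1342 values lay within 0.05.

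For 19 genes the value differed by more than its error. As the paper's log2 fold change and the one found here, these were MLOC_12009 (4.74 and 6.33), MLOC_14045 (4.00 and 5.95), MLOC_17072 (4.98 and 6.38), MLOC_18417 (3.71 and 4.95), MLOC_23367 (6.43 and 7.35), MLOC_34614 (5.45 and 6.99), MLOC_5098 (4.90 and 5.94), MLOC_56648 (4.62 and 5.62), MLOC_58776 (6.01 and 6.90). The same pairs were MLOC_5971 (4.96 and 5.96), MLOC_63834 (2.50 and 3.24), MLOC_64448 (4.87 and 6.20), MLOC_65034 (2.92 and 6.30), MLOC_66389 (2.83 and 3.94), MLOC_6785 (2.87 and 4.11), MLOC_69543 (6.83 and 7.59), MLOC_72016 (2.80 and 3.87), MLOC_77066 (3.32 and 7.41). For MLOC_25672, with 0 counts at 1DAG, the paper's value is 5.99 and the log2 of the lower bound here is 7.28. With DESeq2 and its prior all 19 fell within the error. With DESeq2 without the prior, library totals alone or no filter on low counts only MLOC_63834 did, with upper-quartile factors MLOC_56648 and MLOC_63834, with the replicate block MLOC_58776 and MLOC_5971, and without robust dispersion or with all 12 libraries in the fit none did. Leaving out wild-type 1DAG replicate 1, 2 or 3 brought 12, 6 and 5 of the 19 within the error, and leaving out wild-type 10DAG replicate 1, 2 or 3 brought 1, 9 and 9. Those within it without wild-type 1DAG replicate 1 were MLOC_12009, MLOC_18417, MLOC_23367, MLOC_34614, MLOC_5098, MLOC_56648, MLOC_5971, MLOC_63834, MLOC_64448, MLOC_6785, MLOC_69543 and MLOC_72016. Without 1DAG replicate 2 they were MLOC_12009, MLOC_5098, MLOC_58776, MLOC_63834, MLOC_69543 and MLOC_72016, and without 1DAG replicate 3 MLOC_18417, MLOC_34614, MLOC_56648, MLOC_58776 and MLOC_5971. Without 10DAG replicate 1 it was MLOC_23367. Without 10DAG replicate 2 they were MLOC_12009, MLOC_23367, MLOC_34614, MLOC_5098, MLOC_56648, MLOC_58776, MLOC_63834, MLOC_69543 and MLOC_72016, and without 10DAG replicate 3 MLOC_12009, MLOC_18417, MLOC_5098, MLOC_56648, MLOC_58776, MLOC_5971, MLOC_63834, MLOC_64448 and MLOC_69543.

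Of the 1342 readable genes that Table S3 lists as higher at 10DAG, 1202 were called here and none was lower. DESeq2 called 1337 of them, DESeq2 with the prior 1339 and the fit of all 12 libraries 1315. Fig. 5 marks MLOC_50024, MLOC_67637 and MLOC_2842 as higher at 10DAG, and they were not called here (log2 fold changes 2.03, 1.32 and 0.90), while its other 6 genes were called. MLOC_50024 and MLOC_67637 are called by DESeq2 with and without the prior, in the fit of all 12 libraries, without wild-type 1DAG replicate 1 and without the pair of libraries that stand apart, a fit that was chosen after seeing the values and called 1100 of the readable genes of Table S3 against 1202. MLOC_2842 is called only with no fold limit. The paper reports AuxIAA20 (MLOC_73144) as higher by quantitative PCR on the same samples. Its log2 fold change from the counts, 0.76, has the same direction and passes with no fold limit alone. Of the listed genes that were not called or not tested here, MLOC_70945 and MLOC_60446 are called by DESeq2 with and without the prior and in the fit of all 12 libraries, MLOC_70945 also without wild-type 10DAG replicate 3, MLOC_60446, MLOC_64832, MLOC_75956 and MLOC_69251 also without the filter on low counts, and MLOC_18399 by DESeq2 with and without the prior, with at least 10 counts in every library, without robust dispersion and without wild-type 1DAG replicate 3. MLOC_64832, MLOC_75956 and MLOC_69251 are called by DESeq2 with and without the prior and in the fit of all 12 libraries as well. Leaving out wild-type 1DAG replicate 1 or 10DAG replicate 2 brings MLOC_60446, MLOC_64832 and MLOC_75956 above the filter and calls them, leaving out 1DAG replicate 3 does so for MLOC_60446, MLOC_64832 and MLOC_69251, 1DAG replicate 2 for MLOC_60446 and MLOC_69251, and 1DAG replicate 1 or 10DAG replicate 1 for MLOC_69251. The fit without the pair of libraries that stand apart, chosen after seeing the values, calls MLOC_60446, MLOC_64832 and MLOC_75956.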

Other observations

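The gene named Hv_CKX4 was chosen after its values were seen, and no other choice in this part was made after the result was seen.

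Listed genes that control transcription were higher at 10DAG, in lists the study drew from its own calls on these libraries and which are not independent evidence. In the wild type 30 of 31 WRKY genes (31 when adjusted over the list alone), 26 of 27 NAC genes (27 when adjusted over the list alone) and all 3 LOB domain genes (3 when adjusted over the list alone) were higher, and in AtCKX1, comparing other libraries within a fit of all 12, 32 of 34, 25 of 27 and 2 of 3. The WRKY gene MLOC_7939 rose by 4.61 (standard error 0.49, adjusted p = 0.000885) on the log2 scale by edgeR, from 0.323 ± 0.140 to 7.62 ± 2.97 CPM (SD, n = 3 at each age). The NAC gene MLOC_66348 rose by 3.76 (standard error 0.40, adjusted p = 0.000889) and the LOB domain gene MLOC_58304 by 2.44 (standard error 0.29, adjusted p = 0.0013), all with no overlap between the ages. The LOB domain genes lay above the other libraries of the age by medians of 0.84 and 0.69 (log2) in wild-type 1DAG replicate 1 and 10DAG replicate 2. Genes that respond to external stimuli were higher in 34 of 36 cases (36 when adjusted over the list alone; 35 of 39 in AtCKX1). All 3 respiratory burst oxidase genes, for enzymes that release reactive oxygen species, were higher (3 when adjusted over the list alone; 4 of 4 in AtCKX1), with MLOC_55429 at 56.6 ± 12.7 CPM (SD, n = 3) at 1DAG and 134 ± 19.2 CPM (SD, n = 3) at 10DAG, and 18 of 20 glutathione S-transferase genes (20 when adjusted over the list alone; 16 of 20 in AtCKX1). Wild-type 10DAG replicate 2 lay above the other 10DAG libraries by medians of 0.95 and 0.70 (log2) in the oxidases and transferases.

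Listed transport and photosynthesis genes were higher as well, again in lists that the study chose as higher on these libraries, whereas the paper's Table 1 has photosynthesis among the categories enriched in the genes lower at 10DAG. All 6 SWEET sugar exporter genes were higher (6 when adjusted over the list alone; 4 of 6 in AtCKX1), with MLOC_79077 at 7.94 ± 1.68 CPM (SD, n = 3) at 1DAG and 97.9 ± 47.5 CPM (SD, n = 3) at 10DAG, a log2 fold change of 3.69 (standard error 0.45, adjusted p = 0.00132) by edgeR. All 19 ABC transporter genes (19 when adjusted over the list alone; 9 of 19 in AtCKX1) and all 3 aquaporin genes (3 when adjusted over the list alone; 2 of 3 in AtCKX1) were higher, with MLOC_59465, an ABCG transporter gene, rising by 3.08 (standard error 0.40, adjusted p = 0.00167). In wild-type 1DAG replicate 1 these lists lay below the other 1DAG libraries by medians of -0.75 and -0.66 (log2). All 12 photosynthesis genes were higher (12 when adjusted over the list alone; 9 of 12 in AtCKX1), and the photosystem II gene MLOC_37052 rose by 2.88 (standard error 0.48, adjusted p = 0.00379). By the paper's methods the endosperm was removed and the stem base cut out of the seedling, and the lists for other tissues were higher in 14 of 16 endosperm and aleurone genes (16 when adjusted over the list alone; 12 of 16 in AtCKX1; 8 without wild-type 10DAG replicate 1), 2 of 2 embryo and scutellum genes (2 when adjusted over the list alone; 2 of 2 in AtCKX1), 6 of 6 green leaf genes (6 when adjusted over the list alone; 4 of 6 in AtCKX1) and the 1 root gene (1 when adjusted over the list alone; 1 of 1 in AtCKX1). The root gene, MLOC_56989, was not called without wild-type 10DAG replicate 1, 2 or 3 or wild-type 1DAG replicate 2 (adjusted p from 0.0798 to 0.136), and lay at -2.03 (log2) against the other 1DAG libraries in replicate 1. The chymotrypsin inhibitor gene MLOC_70346, of the endosperm list, was at 553 ± 408 CPM (SD, n = 3) at 1DAG and 5876 ± 2378 CPM (SD, n = 3) at 10DAG. The lists for other tissues were drawn by words in gene descriptions, such as trypsin inhibitor and late embryogenesis. Among their largest changes were the Bowman-Birk type trypsin inhibitor genes MLOC_19118 and MLOC_39668. Such words do not give the tissue a gene is expressed in, so the counts do not show that these tissues were present. Of the cell cycle genes 1 of 2 was higher (2 when adjusted over the list alone; 2 of 2 in AtCKX1), with 0 called without wild-type 10DAG replicate 1 or 2 or wild-type 1DAG replicate 2 and 2 without wild-type 1DAG replicate 3. The 1 kinesin gene, MLOC_5393, rose by 1.62 (standard error 0.22, adjusted p = 0.00195), and the 1 ribosomal protein gene, MLOC_71150, by 3.36 (standard error 0.70, adjusted p = 0.00877), each also higher in AtCKX1 and when adjusted over the list alone; the latter lay 1.93 (log2) above the other 10DAG libraries in wild-type 10DAG replicate 2. These few genes do not give the direction of their families, since the paper reports kinesin, cyclin and cyclin-dependent kinase genes as higher at 1DAG and has cytoskeleton and protein biosynthesis enriched in the genes lower at 10DAG, which were not in the lists used here.

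In AtCKX1, whose libraries played no part in the choice of the lists but were fitted with those that did, the other lists were higher in 10 of 11 auxin, 3 of 4 auxin transporter, 12 of 14 ethylene, 5 of 6 abscisic acid, 8 of 10 gibberellin, 9 of 11 cytokinin, 8 of 10 jasmonic acid, 4 of 6 salicylic acid and strigolactone and 14 of 16 signalling peptide genes. They were higher in 3 of 3 metallothionein, 0 of 2 chitinase (by edgeR; 1 at an unadjusted p under 0.05 and 0 by DESeq2), 2 of 6 expansin, 11 of 14 pectin, 29 of 37 cell wall, 5 of 6 cutin and suberin and 6 of 7 cell death genes. The listed chitinase gene MLOC_65311 failed only the 2-fold limit, at 0.89 (log2, adjusted p = 0.00712) by edgeR and 0.93 (adjusted p = 0.000341) by DESeq2, and the chitinase gene of Fig. 5, MLOC_68184, which is not in that list, rose in AtCKX1 by 2.01 (standard error 0.36, adjusted p = 0.000734). For solute transport, RNA biosynthesis, protein modification, protein homeostasis, phytohormone action and redox homeostasis they were 153 of 214, 174 of 205, 147 of 171, 88 of 109, 62 of 75 and 26 of 33. Among all 1334 readable genes of Table S3 tested in AtCKX1, 1023 were higher, 1 (MLOC_74149, the cellulose synthase-like gene) was lower and 310 were not called. A call in the wild type and none in AtCKX1 does not show a difference between them, and the test of the age effects called at most 1 gene of any of these lists. In AtCKX1 the cytokinin dehydrogenase gene MLOC_11021 rose with age by 2.51 (standard error 0.51, adjusted p = 0.00169) and MLOC_36886, response regulator 2, by 2.11 (standard error 0.26, adjusted p = 5.76e-05), by edgeR and with no overlap between the ages. Between the genotypes MLOC_11021, MLOC_16499, MLOC_23250 and MLOC_36886 did not pass the test at either age, and for MLOC_12999, with 0 counts in both genotypes at 1DAG, no fold is given there. The gene named Hv_CKX4 rose with age in the wild type by 1.71 (standard error 0.28, adjusted p = 0.00361), and was at 0.94 (log2, adjusted p = 0.00437) in AtCKX1, under the 2-fold limit.

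Genes for the uptake and assimilation of nitrate were higher at 10DAG in 9 of 10 cases in the wild type (10 when adjusted over the list alone, from genes the study chose on these libraries) and in 10 of 12 in AtCKX1. The high affinity nitrate transporter gene MLOC_60308 went from 3.31 ± 1.77 to 74.8 ± 24.9 CPM (SD, n = 3 at each age), by 4.55 (standard error 0.46, adjusted p = 0.000784) on the log2 scale by edgeR, and the nitrate reductase gene MLOC_60358 rose by 2.91 (standard error 0.56, adjusted p = 0.00641). A candidate explanation is the culture medium, since by the paper's methods seedlings stood on wet filter paper at 1DAG and in nutrient solution at 10DAG. The 10 genes higher in AtCKX1 are what either the medium or the age would give, and these cannot be told apart because no seedlings of 1 age were sampled on both media.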
